# Integrating phenotypic and expression profiles to map arsenic-response networks

**DOI:** 10.1186/gb-2004-5-12-r95

**Published:** 2004-11-29

**Authors:** Astrid C Haugen, Ryan Kelley, Jennifer B Collins, Charles J Tucker, Changchun Deng, Cynthia A Afshari, J Martin Brown, Trey Ideker, Bennett Van Houten

## Abstract

**Background:**

Arsenic is a nonmutagenic carcinogen affecting millions of people. The cellular impact of this metalloid in *Saccharomyces cerevisiae *was determined by profiling global gene expression and sensitivity phenotypes. These data were then mapped to a metabolic network composed of all known biochemical reactions in yeast, as well as the yeast network of 20,985 protein-protein/protein-DNA interactions.

**Results:**

While the expression data unveiled no significant nodes in the metabolic network, the regulatory network revealed several important nodes as centers of arsenic-induced activity. The highest-scoring proteins included Fhl1, Msn2, Msn4, Yap1, Cad1 (Yap2), Pre1, Hsf1 and Met31. Contrary to the gene-expression analyses, the phenotypic-profiling data mapped to the metabolic network. The two significant metabolic networks unveiled were shikimate, and serine, threonine and glutamate biosynthesis. We also carried out transcriptional profiling of specific deletion strains, confirming that the transcription factors Yap1, Arr1 (Yap8), and Rpn4 strongly mediate the cell's adaptation to arsenic-induced stress but that Cad1 has negligible impact.

**Conclusions:**

By integrating phenotypic and transcriptional profiling and mapping the data onto the metabolic and regulatory networks, we have shown that arsenic is likely to channel sulfur into glutathione for detoxification, leads to indirect oxidative stress by depleting glutathione pools, and alters protein turnover via arsenation of sulfhydryl groups on proteins. Furthermore, we show that phenotypically sensitive pathways are upstream of differentially expressed ones, indicating that transcriptional and phenotypic profiling implicate distinct, but related, pathways.

## Abstract 2

By integrating phenotypic and transcriptional profiling and mapping the data onto metabolic and regulatory networks, it was shown that arsenic probably channels sulfur into glutathione for detoxification, leads to indirect oxidative stress by depleting glutathione pools, and alters protein turnover via arsenation of sulfhydryl groups on proteins.

## Background

Global technologies in the budding yeast *Saccharomyces cerevisiae *have changed the face of biological study from the investigation of individual genes and proteins to a systems-biology approach involving integration of global gene expression with protein-protein and protein-DNA information [1]. These data, when combined with phenotypic profiling of the deletion mutant library of nonessential genes, allow an unparalleled assessment of the responses of yeast to environmental stressors [2-4]. In this study, we used these two genomic approaches to study the response of yeast to arsenic, a toxicant present worldwide, affecting millions of people [5].

Arsenic, a ubiquitous environmental pollutant found in drinking water, is a metalloid and human carcinogen affecting the skin and other internal organs [6]. It is also implicated in vascular disorders, neuropathy, diabetes and as a teratogen [7]. Furthermore, arsenic compounds are also used in the treatment of acute promyelocytic leukemia [8-10]. Consequently, the potential for future secondary tumors resulting from such therapy necessitates an understanding of the mechanisms of arsenic-mediated toxicity and carcinogenicity. However, even though a number of arsenic-related genes and processes related to defective DNA repair, increased cell proliferation and oxidative stress have been described, the exact mechanisms of arsenic-related disease remain elusive [11-19]. This is, in part, due to the lack of an acceptable animal model that faithfully recapitulates human disease [15].

A number of proteins involved in metalloid detoxification have been described in different organisms, including *Saccharomyces cerevisiae*. Bobrowicz *et al*. [20] found that Arr1 (also known as Yap8 and which is a member of the YAP family that shares a conserved bZIP DNA-binding domain) confers resistance to arsenic by directly or indirectly regulating the expression of the plasma membrane pump Arr3 (also known as Acr3), another mechanism for arsenite detoxification of yeast in addition to the transporter gene, *YCF1 *[21]. Arr3 is 37% identical to a *Bacillus subtilis *putative arsenic-resistance protein and encodes a small (46 kilodalton (kDa)) efflux transporter that extrudes arsenite from the cytosol [22,23]. Ycf1, on the other hand, is an ATP-binding cassette protein that mediates uptake of glutathione-conjugates of AsIII into the vacuole [21,22]. Until recently, very little was known about arsenic-specific transcriptional regulation of detoxification genes. Wysocki *et al*. [24] found that Yap1 and Arr1 (called Yap8 in their paper) are not only required for arsenic resistance, but that Arr1 enhances the expression of Arr2 and Arr3 while Yap1 stimulates an antioxidant response to the metalloid. Menezes *et al*. [25], on the other hand, found that arsenite-induced expression of Arr2 and Arr3, as well as Ycf1, is likely to be regulated by both Arr1 (called Yap 8 in their paper) and Yap1.

Although Arr1 and Yap1 seem specifically suited for arsenic tolerance, the other seven YAP-family proteins are still worthy of investigation in light of the fact that each one regulates a specific set of genes involved in multidrug resistance with overlaps in downstream targets. One such interesting protein is Cad1 (Yap2). Although Yap1 and Cad1 are nearly identical in their DNA-binding domains, Yap1 controls a set of genes (including Ycf1) involved in detoxifying the effects of reactive oxygen species, whereas Cad1 controls genes that are over-represented for the function of stabilizing proteins in an oxidant environment [26]. However, Cad1 also has a role in cadmium resistance. As arsenic has metal properties, it is conceivable that Cad1 might play a greater part in arsenic tolerance and perhaps more so than the oxidative-stress response gene, *YAP1*.

Understanding the role of AP-1-like proteins (such as YAP family members) in metalloid tolerance was one of the goals in this study within the realm of the larger objective - using an integrative experimental and computational approach to combine gene expression and phenotypic profiles (multiplexed competitive growth assay) with existing high-throughput molecular interaction networks for yeast. As a consequence we uncovered the pathways that influence the recovery and detoxification of eukaryotic cells after exposure to arsenic. Networks were analyzed to identify particular network regions that showed significant changes in gene expression or systematic phenotype. For each data type, independent searches were performed against two networks: the network of yeast protein-protein and protein-DNA interactions, corresponding to signaling and regulatory effects (the regulatory network); and the network of all known biochemical reactions in yeast (the metabolic network). For the gene-expression analysis, we found several significant regions in the regulatory network, suggesting that Yap1 and Cad1 have an important role. However, no significant regions in the metabolic network were found. In order to test the functional significance of Yap1 and Cad1, we used targeted gene deletions of these and other genes, to test a specific model of transcriptional control of arsenic responses.

In contrast to the gene-expression data, the phenotypic profile analysis revealed no significant regions in the regulatory network, but two significant metabolic networks. Furthermore, we found that phenotypically sensitive pathways are upstream of differentially expressed ones, indicating that metabolic pathway associations can be discerned between phenotypic and transcriptional profiling. This is the first study to show a relationship between transcriptional and phenotypic profiles in the response to an environmental stress.

## Results and discussion

### Transcript profiling reveals that arsenic affects glutathione, methionine, sulfur, selenoamino-acid metabolism, cell communication and heat-shock response

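The arsenite (AsIII) responses of the haploid strain BY4741 were measured on spotted cDNA arrays on which RNA from a treated culture and RNA from its untreated control were labelled with different dyes and mixed. The 20 arrays covered 5 pairs of treated and untreated cultures with 4 arrays each. At 1 mM AsIII for 30 min there were 2 culture pairs, and at 100 μM there was 1 culture pair each at 30 min, 2 h and 4 h. Both dye orientations were present in every culture pair. The values the authors deposited are log2 ratios of treated over untreated RNA, with a positive value for RNA that was more abundant after AsIII. The paper's text does not name the normalization behind these ratios, and they were used as deposited. Of 6720 spots, 5577 matched 1 gene and 1143 had no gene name here, which left 5540 genes after spots of the same gene were averaged. Median log2 ratios of single arrays lay between -0.03 and 0.15. The 4 arrays of a culture pair were averaged and counted as 1 replicate, and limma gave moderated tests with Benjamini-Hochberg adjustment at a threshold of 0.05. The spread between replicates came from the 2 culture pairs at 1 mM, and each single pair at 100 μM was assumed to vary like them. The number of arrays limits the precision: on simulated data the test recovered 80.6% of genes changed 2-fold at 1 mM and 37.3% at 2 h, and 100% of genes changed 4-fold in both. The simulation gave all genes the same spread between culture pairs. Genes with a wider spread can be missed at 4-fold, and some with larger measured ratios did not pass.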

Before gene-expression analysis of arsenic responses in *S. cerevisiae*, we performed a series of dose-response studies. 

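After 30 min at 1 mM AsIII, 537 of 5540 genes rose and 393 fell (n = 2 culture pairs, 8 arrays), and 459 genes were at least 2-fold up and 355 at least 2-fold down with the same sign on every array. With each array as a replicate, whose spread is technical, the balance turned to 1442 up and 1537 down. Among the largest increases were OYE3 and GRE2, described with the Yap1 targets, and YLR460C (log2 ratio 4.85, SE 0.20, adjusted p = 0.00240, above 0 on 8 of 8 arrays), PET18 (log2 ratio 4.52, SE 0.20, adjusted p = 0.00253, above 0 on 8 of 8 arrays) and DCP1, an mRNA decapping subunit. Some hexose transporter genes were among the decreases. HXT2 (log2 ratio -3.39, SE 0.23, adjusted p = 0.00438, below 0 on 8 of 8 arrays), HXT4 (log2 ratio -3.36, SE 0.24, adjusted p = 0.00438, below 0 on 8 of 8 arrays), HXT7 (log2 ratio -3.15), HXT6 (-2.77) and HXT3 (-2.64) all fell, while HXT9 (2.45), HXT11 (2.12) and HXT12 (2.46), chosen after their values were seen, rose. The glycogen branching enzyme GLC3 fell by 3.25 on the log2 scale (SE 0.35, adjusted p = 0.00705, 8 of 8 arrays), and the copper transporter CTR1 had a log2 ratio of -2.83 (adjusted p = 0.00438). At 100 μM the numbers of genes at least 2-fold changed with the same sign on all 4 arrays were 36 up and 8 down at 30 min, 559 up and 450 down at 2 h, and 265 up and 144 down at 4 h. On the arrays with treated RNA in Cy5 alone the balance turned, to 47 up and 251 down at 30 min, 675 up and 852 down at 2 h, and 382 up and 548 down at 4 h, while with Cy3 alone more genes were up at each time. These fold counts use no replicate spread.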

We found that treatment of wild type cells with 100 μM and 1 mM AsIII had a negligible effect on growth, but that these cells still exhibited a pronounced transcriptional response (see Additional data files 1 and 2). 

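Log2 ratios of the 2 culture pairs at 1 mM AsIII correlated with r = 0.761 across 5540 genes, which are not independent replicates, and the 4 arrays within each pair had mean correlations of 0.807 and 0.852. In average-linkage clustering on correlation distance the 2 pairs joined first, at a height of 0.239. Heat-shock chaperones controlled by Hsf1 were high in both, with medians of 2.69 in culture pair 1 and 1.79 in culture pair 2 over 26 genes. Cytosolic ribosomal protein genes had medians of -0.50 and -1.44, with 1 of 133 members higher in pair 2. In pair 1 they depended on the dye, with array medians of -0.79 and -0.89 with treated RNA in Cy3 and -0.07 and -0.15 in Cy5, where 59 and 51 of the 133 were above 0. Enzymes of sulfate assimilation and methionine synthesis had medians of 0.52 and 1.50, with 26 of 30 members higher in pair 2. The widest gap among them was that of STR3, a cystathionine beta-lyase, at 0.34 and 3.76. MET10, a sulfite reductase subunit, was at 1.14 and 3.78, and the methionine permease MUP1 at -1.02 and 1.32. Genes of shikimate and aromatic amino acid synthesis had medians of -0.27 and 1.04, genes of serine, threonine, aspartate and arginine synthesis -0.18 and 1.23, and genes of folding in the endoplasmic reticulum 0.55 and -0.32. The Yap1 targets had medians of 2.38 and 2.60, with 18 of 25 higher in pair 2 (array medians of the Yap1 antioxidant targets with Cy5 were 2.99 and 2.76 in pair 1 and 2.78 and 2.84 in pair 2), the general stress genes of Msn2 and Msn4 -0.17 and -0.04, and the genes of the TCA cycle and respiratory chain -0.47 and -0.18. For each of these 9 lists the median difference lay beyond all of 10000 random lists of equal length, as a description of these cultures without a test.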

Microarray analysis of biological replicates (four chips per replicate experiment) of the high-dose treated cells (1 mM AsIII) clustered extremely well together when using Treeview (see Materials and methods, and Additional data file 2). 

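Arsenic detoxification genes were among those with the largest ratios after 30 min at 100 μM AsIII. ARR2, the arsenate reductase, had a log2 ratio of 6.06 (SE 0.47, 4 of 4 arrays above 0) and ARR3, the plasma membrane arsenite exporter, of 4.29 (SE 0.31, 4 of 4 arrays). FRM2, a nitroreductase-like gene, stood at 5.63 (4 of 4 arrays). No gene passed limma's test in this single culture pair: 0 genes rose or fell, 146 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0609. Calling genes outside the 95% range of a normal distribution with the array's own mean and SD, on at least 3 of 4 arrays, gave 30 genes, median centring gave 3 with limma, and the arrays with treated RNA in Cy5 alone gave 9. Of 25 Yap1 targets, 0 rose and 0 fell over all genes, and 11 up and 0 down adjusted over the list alone, with OYE3 at a log2 ratio of 4.71 and AAD6 at 3.10. After 2 h, 208 genes rose and 121 fell, and with Cy5 alone 325 and 421. JLP1, a sulfonate dioxygenase, rose 74.8-fold (log2 ratio 6.22, SE 0.75, adjusted p = 0.0247, above 0 on 4 of 4 arrays), PDC6, a pyruvate decarboxylase, rose 38.3-fold (adjusted p = 0.00995, 4 of 4 arrays) and GRE1 rose 37.0-fold (adjusted p = 0.0154, 4 of 4 arrays). The cyclin genes CLB1 (log2 ratio -3.62, adjusted p = 0.0284) and CLN2 (log2 ratio -2.91, adjusted p = 0.0281) fell. The difference between 2 h and 30 min itself passed limma's threshold for 0 genes, with 860 at an unadjusted p under 0.05 and a smallest adjusted p of 0.162. Adjusted over each list alone, 14 Yap1 targets and 12 chaperones were higher at 2 h than at 30 min, and 105 ribosomal protein genes lower. Treating each array as a replicate, which measures technical spread only, gives 65 genes at 30 min and 1477 for the difference.

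**Figure D1:**
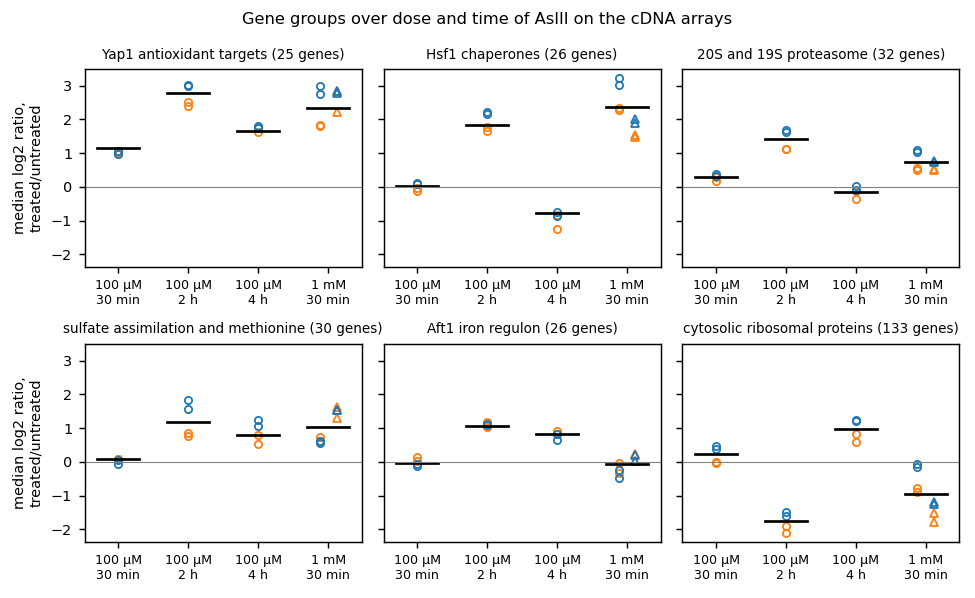
Median log2 ratio of treated over untreated RNA (y axis) of 6 gene lists on each cDNA array, by dose and time (x axis). Circles and triangles are culture pairs 1 and 2, blue and orange points have the treated RNA in Cy5 and Cy3, and horizontal bars mark the median of a condition. The Yap1 targets are above 0 in each condition, at 1.16 after 30 min and 2.79 after 2 h at 100 μM, while the ribosomal protein genes go from -1.76 at 2 h to 0.96 at 4 h.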

The lower dose time-course (100 μM AsIII) showed the beginning of gene-expression changes at 30 minutes, with the robust changes occurring at 2 hours, or one cell division (see Additional data file 2). 

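Most genes that rose after 2 h at 100 μM AsIII also rose after 30 min at 1 mM: 178 of 208, with 0 of them falling there, against 20.2 shared by chance. Of the 121 genes that fell at 2 h, 53 also fell at 1 mM and 1 rose, against 8.58 shared by chance. Both sets of calls use the spread between the 2 culture pairs at 1 mM. They are therefore not independent, and these chance values can be too low. The copper transporter CTR1 had log2 ratios of -3.19 at 2 h and -2.83 at 1 mM. Among genes controlled by the iron regulator Aft1, TIS11, an mRNA-binding protein induced by iron shortage, had a log2 ratio of 3.80 at 2 h (SE 0.29, adjusted p = 0.0154) and 0.68 at 1 mM (adjusted p = 0.0772), and the siderophore transporter SIT1 1.86 and -1.30. Adjusted over the list alone, 11 of 26 Aft1 genes were lower and 1 higher at 1 mM than at 2 h (camera adjusted p = 5.1e-08, and adjusted p = 0.808 with an estimated correlation). With an estimated correlation camera has only 1 residual degree of freedom, or 2 in the combined response. Hardly any list can pass with so few, so such values decide nothing here and below. Across genes, the 2 h profile correlated with the 1 mM culture pairs at r = 0.566 and 0.663, and with their mean at 0.652. In the clustering, the 2 h pair joined the 1 mM pairs at a height of 0.385, the 30 min pair at 100 μM followed at 0.685 and the 4 h pair at 0.885. For the difference between 1 mM and 2 h, limma called 0 genes, with 817 at an unadjusted p under 0.05, a smallest adjusted p of 0.199 and 1520 genes with each array as a replicate. In size, 475 genes were at least 2-fold higher and 351 at least 2-fold lower at 1 mM than at 2 h.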

The 2 hour, 100 μM dose clustered together with the 30 minute, 1 mM biological replicates and was in fact so similar to them that an experiment of one set of four chips for the 2 hour lower dose was deemed sufficient. Furthermore, when combining the three datasets (2 hour, 100 μM AsIII and each 30 minute, 1 mM AsIII replicate data) and using a 95% confidence interval (see Materials and methods) we found 271 genes that were not only statistically significant in at least 75% of the total data (9 out of 12 chips), but also that the direction and level of expression of these genes were similar between the datasets. 

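Over the 2 h culture pair at 100 μM and both culture pairs at 1 mM (n = 3, 12 arrays), 518 of 5540 genes rose and 258 fell at limma's adjusted p under 0.05 (1364 and 1418 with each array as a replicate). OYE3 was the gene with the largest increase (log2 ratio 7.10, SE 0.25, adjusted p = 7.3e-04, above 0 on 12 of 12 arrays), followed by GRE2 (log2 ratio 5.21, SE 0.18, adjusted p = 7.3e-04, above 0 on 12 of 12 arrays) and AAD6, an aryl-alcohol dehydrogenase (log2 ratio 4.88, SE 0.27, adjusted p = 0.00252, above 0 on 12 of 12 arrays). OSI1, a gene induced by oxidants, had a log2 ratio of 4.55 (adjusted p = 0.00257, 12 of 12 arrays). CTR1 had the largest decrease (log2 ratio -2.95, SE 0.19, adjusted p = 0.00297, below 0 on 12 of 12 arrays), and the zinc transporter ZRT1 fell as well (log2 ratio -2.67, SE 0.28, adjusted p = 0.00634, below 0 on 12 of 12 arrays). Of 25 Yap1 targets, 20 rose and 0 fell (23 up and 0 down adjusted over the list alone), and of 26 Hsf1 chaperones 22 rose and 0 fell (24 up and 0 down adjusted over the list alone). Among 32 proteasome genes 16 rose and 0 fell (26 up and 0 down adjusted over the list alone), and among 133 ribosomal protein genes 1 rose and 69 fell (1 up and 114 down adjusted over the list alone), the riser being RPL10, chosen after its value was seen. Camera's adjusted p was 1.3e-17 for the Yap1 targets and 1.2e-27 for the ribosomal protein genes, and adjusted p = 0.393 and 0.461 with an estimated correlation. The count over all genes was 302 at an unadjusted p under 0.001 with a 2-fold change, 389 without culture pair 1 at 1 mM, 457 without culture pair 2 at 1 mM and 930 without the pair at 2 h.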

The lower dose time-course also included a 4 hour treatment, or two cell divisions. This experiment demonstrated the greatest degree of variability, indicating either a cycling effect or the cell's return to homeostasis, which was further exemplified by a decrease in the transcriptional response (see Additional data file 2).

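After 4 h at 100 μM, 3 genes rose and 0 fell at limma's adjusted p under 0.05 (39 and 102 with Cy5 alone), with 732 genes at an unadjusted p under 0.05 and 75 genes outside the 95% normal range of the array on at least 3 of 4 arrays. The 3 genes were PDC6 (log2 ratio 4.13, SE 0.29, adjusted p = 0.0479, above 0 on 4 of 4 arrays), TIS11 (log2 ratio 3.95, SE 0.29, adjusted p = 0.0479, above 0 on 4 of 4 arrays) and GRE2 (log2 ratio 3.84, SE 0.28, adjusted p = 0.0479, above 0 on 4 of 4 arrays). Yap1 targets kept a positive median of 1.65, with 20 of 25 up and 1 down adjusted over the list alone. The Hsf1 chaperones had a median of -0.78 and 9 of 26 were down adjusted over the list alone. HSP26, a small heat-shock protein, had a log2 ratio of -2.04 at 4 h (adjusted p = 0.259) and 4.86 at 2 h. Between 4 h and 2 h limma called 0 genes, with 1221 at an unadjusted p under 0.05, a smallest adjusted p of 0.0617 and 92 genes after median centring. Adjusted over each list alone, 120 of 133 ribosomal protein genes were higher at 4 h than at 2 h and 20 of 26 chaperones and 25 of 32 proteasome genes lower (camera adjusted p = 7.6e-47, 2.1e-14 and 1.6e-13, and adjusted p = 0.592, 0.592 and 0.592 with an estimated correlation). The median SD of a gene between the 4 arrays of a culture pair was 0.405 at 4 h, 0.355 at 2 h, 0.286 at 30 min, and 0.350 and 0.260 in the pairs at 1 mM, so that the 4 h arrays varied most. Within one dye orientation the 4 h value was 0.186 for Cy5 and 0.251 for Cy3. The 4 h profile correlated with the 2 h profile at r = 0.0311 across genes, and at 0.284 with Cy5 alone and 0.186 with Cy3 alone.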

Genes were categorized by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and Simplified Gene Ontology (biological process, cellular component and molecular function) (Table 1). 

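Over the 4 conditions of dose and time, the count of genes differentially expressed in at least 1 was 1027 of 5540. Genes induced by DNA damage were among those that moved. Of 21 such genes, 6 rose and 1 fell at 1 mM (12 up and 1 down adjusted over the list alone). The checkpoint kinase RAD53 rose (log2 ratio 2.52, SE 0.29, adjusted p = 0.00804, above 0 on 8 of 8 arrays), as did PLM2 (log2 ratio 2.36, SE 0.30, adjusted p = 0.0105, above 0 on 8 of 8 arrays) and the peroxiredoxin TSA1 (2.00), which is also a Yap1 target. The photolyase PHR1 fell (log2 ratio -2.03, SE 0.21, adjusted p = 0.00673, below 0 on 8 of 8 arrays). After 2 h at 100 μM, 5 rose and 1 fell, with RAD53 at 2.17 and the DNA glycosylase MAG1 at 2.07 (adjusted p = 0.0344). For that list at 2 h, camera's adjusted p was 2.7e-04, and adjusted p = 0.521 with an estimated correlation. Of 27 genes of mating and the pheromone response, 0 rose and 7 fell at 2 h (2 up and 10 down adjusted over the list alone). BAR1, the alpha-factor protease, had a log2 ratio of -2.74 (adjusted p = 0.0232, 4 of 4 arrays), AGA2, an adhesion subunit of a-agglutinin, -2.50 (adjusted p = 0.0318) and the alpha-factor receptor STE2 -2.34 (adjusted p = 0.0247). The camera adjusted p of the mating genes was 7.1e-04, and adjusted p = 0.521 with an estimated correlation.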

In total, 829 genes out of 6,240 had significantly altered expression (see Materials and methods) in at least one experimental condition. 

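Most heat-shock chaperones at 1 mM, and some chaperones and glutathione enzymes in both of the stronger cDNA conditions, rose. Of 26 chaperones controlled by Hsf1, 22 rose and 0 fell after 30 min at 1 mM (23 up and 0 down adjusted over the list alone; median log2 ratio 2.36) and 8 rose and 0 fell after 2 h at 100 μM (22 up and 0 down adjusted over the list alone; median 1.85). BTN2 (log2 ratio 4.17, SE 0.69, adjusted p = 0.0193, above 0 on 8 of 8 arrays), the cyclophilin CPR6 (log2 ratio 3.57, SE 0.33, adjusted p = 0.00655, above 0 on 8 of 8 arrays), HSP26 (log2 ratio 3.24, SE 0.38, adjusted p = 0.00837, above 0 on 8 of 8 arrays) and the inducible Hsp70 gene SSA4 (log2 ratio 3.23, SE 0.37, adjusted p = 0.00828, above 0 on 8 of 8 arrays) led at 1 mM. SSA4 was at 3.95 in culture pair 1 and 2.50 in culture pair 2. At 2 h, HSP26 (log2 ratio 4.86, SE 0.53, adjusted p = 0.0228, above 0 on 4 of 4 arrays) and CPR6 (log2 ratio 4.06, SE 0.47, adjusted p = 0.0232, above 0 on 4 of 4 arrays) were the largest. Camera gave the chaperones an adjusted p of 1.1e-11 at 1 mM and 6.5e-13 at 2 h, and adjusted p = 0.702 and 0.521 with an estimated correlation. Of 16 genes of glutathione synthesis and use, 5 rose and 0 fell at 1 mM (7 up and 1 down adjusted over the list alone) and 5 rose and 0 fell at 2 h (9 up and 0 down adjusted over the list alone). The glutathione transferase GTT2 rose 10.9-fold at 1 mM (adjusted p = 0.00655, 8 of 8 arrays) and 16.8-fold at 2 h (adjusted p = 0.0232, 4 of 4 arrays). DUG3, which acts in glutathione breakdown, rose 4.27-fold and 8.41-fold (adjusted p = 0.00655 and 0.0154). For this list camera's adjusted p was 0.00585 and 5.3e-05, and adjusted p = 0.702 and 0.521 with an estimated correlation.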

The categories significantly enriched for differentially expressed genes in the KEGG pathways were glutathione, methionine, sulfur and selenoamino-acid metabolism, and in the Simplified Gene Ontology (biological process), cell communication and heat-shock response (Table 1).

### Network mapping of transcript profiling data finds a stress-response network involving transcriptional activation and protein degradation

We used the Cytoscape network visualization and modeling environment together with the ActiveModules network search plug-in to carry out a comprehensive search of the regulatory and metabolic networks [27,28]. The former consists of the complete yeast-interaction network of 20,985 interactions, in which 5,453 proteins are connected into circuits of protein-protein or protein-DNA interactions [29,30]. For each protein in this network, we defined a network neighborhood containing the protein and all its directly interacting partners. In the metabolic network, based on a reconstruction by Forster *et al*. [31] with 2,210 metabolic reactions and 584 metabolites, nodes represent individual reactions and edges represent metabolites. A shared metabolite links two reactions. We searched for sequences of related reactions governed by sensitive proteins (enzymes) in the phenotypic profiling data. To aid visualization, these sequences of reactions were combined to create metabolic pathways. We then identified the neighborhoods associated with significant changes in expression using the ActiveModules plug-in. This process resulted in the identification of seven significant neighborhoods in the regulatory network, centered on nodes Fhl1, Pre1, Yap1, Cad1, Hsf1, Msn2 and Msn4 (Figure 1). Together these neighborhoods narrow the significant data to 20% of the genes with the most significant changes in expression across one or more arsenic conditions (see Materials and methods and Additional data file 2). We did not find the emergence of any significant neighborhoods in the metabolic network.

The highest-scoring regulatory network neighborhood was defined by the transcription factor Fhl1 (Figure 1a). 

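FHL1, a forkhead transcription factor of ribosomal protein genes, had log2 ratios near 0 in each cDNA condition. Its log2 ratio was -0.13 at 1 mM for 30 min (SE 0.21, adjusted p = 0.705, below 0 on 6 of 8 arrays, n = 2 culture pairs). At 100 μM it was 0.44 after 30 min (SE 0.30, adjusted p = 0.999, above 0 on 4 of 4 arrays), 0.06 after 2 h (adjusted p = 0.925, 3 of 4 arrays) and 0.12 after 4 h (adjusted p = 0.911, 2 of 4 arrays), each from 1 culture pair.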

Its expression did not change significantly, but it was the highest-scoring node as judged by the significant expression changes observed for its surrounding neighborhood. 

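Some cytosolic ribosomal protein genes fell after 2 h at 100 μM on the cDNA arrays. Of 133 such genes, 0 rose and 32 fell (1 up and 122 down adjusted over the list alone), with a median log2 ratio of -1.76. RPS22A (log2 ratio -3.52, SE 0.44, adjusted p = 0.0262, below 0 on 4 of 4 arrays), RPS22B (log2 ratio -3.07, SE 0.40, adjusted p = 0.0281, below 0 on 4 of 4 arrays) and RPL3 (log2 ratio -2.81, SE 0.38, adjusted p = 0.0302, below 0 on 4 of 4 arrays) had the lowest ratios. At 1 mM, 1 rose and 41 fell (1 up and 76 down adjusted over the list alone), with a median of -0.95. RPS2 led the decreases there (log2 ratio -2.44, SE 0.34, adjusted p = 0.0128, below 0 on 8 of 8 arrays), and the riser was RPL10 (log2 ratio 0.85, SE 0.20, adjusted p = 0.0471, above 0 on 8 of 8 arrays), chosen after its value was seen. At 30 min and 100 μM the median was 0.22, and at 4 h it was 0.96. At 2 h camera's adjusted p was 2.7e-32 and at 1 mM 2.7e-19, and adjusted p = 0.553 and 0.702 with an estimated correlation. On the Agilent arrays of the parent strain at 100 μM and 2 h, 108 of 135 ribosomal protein genes rose and 5 fell, with a median of 0.49.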

Fhl1 controls a group of proteins important for nucleotide and RNA synthesis, as well as the synthesis and assembly of ribosomal proteins [32] which, from our data, are downregulated by arsenic exposure. Downregulation of ribosomal proteins in response to environmental stress has been reported previously [33,34], but to our knowledge this is the first association of Fhl1 as a key control element in this process. It seems likely that the repression of *de novo *protein synthesis in response to arsenic allows energy to be diverted to the increased expression of genes involved in stress responses and protection of the cell. One such pathway may involve sulfur metabolism, which leads to glutathione synthesis. 

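MET31, a zinc-finger activator of methionine genes, had log2 ratios of 0.51 after 2 h at 100 μM (SE 0.28, adjusted p = 0.312, above 0 on 4 of 4 arrays) and 0.23 at 1 mM (SE 0.20, adjusted p = 0.435, 7 of 8 arrays). MET28, which stabilises the DNA-bound complex of Met4, was at 0.62 and 0.24 (adjusted p = 0.582 and 0.732). MET30, the ubiquitin ligase subunit that restrains Met4, was at 2.40 at 2 h (SE 0.53, adjusted p = 0.0610, above 0 on 4 of 4 arrays) and 0.68 at 1 mM (adjusted p = 0.251). CBF1, the DNA-binding partner of Met4, was at -0.20 at 2 h (adjusted p = 0.703) and fell by 0.86 on the log2 scale at 1 mM (SE 0.20, adjusted p = 0.0448, 8 of 8 arrays). The values at 2 h rest on 1 culture pair and those at 1 mM on 2.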

In fact, included in Figure 1 is Met31 (Figure 1e), a transcriptional regulator of methionine metabolism, which interacts with Met4, an important activator of the sulfur-assimilation pathway that is probably involved in the glutathione-requiring detoxification process. While the differential expression of this neighborhood was not strictly significant according to ActiveModules (see Materials and methods), it has high biological relevance in light of the statistically significant alteration in expression categorized using KEGG pathways (Table 1).

Another high-scoring neighborhood comprises part of the proteasome protein complex (Figure 1b). 

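Of 32 genes for subunits of the 20S core and 19S regulatory particle of the proteasome, 11 rose and 0 fell after 2 h at 100 μM (28 up and 0 down adjusted over the list alone), and 26 were at least 2-fold up with the same sign on every array. Their median log2 ratio was 1.41. RPN2 (log2 ratio 2.07, SE 0.30, adjusted p = 0.0337, above 0 on 4 of 4 arrays), the core subunit PRE1 (log2 ratio 1.99, SE 0.28, adjusted p = 0.0325, above 0 on 4 of 4 arrays) and the ATPase RPT3 (log2 ratio 1.93, SE 0.32, adjusted p = 0.0385, above 0 on 4 of 4 arrays) were the largest. At 1 mM for 30 min, 11 rose and 0 fell (21 up and 0 down adjusted over the list alone), with a median of 0.73, and PRE1 was the largest (log2 ratio 1.27, SE 0.20, adjusted p = 0.0171, above 0 on 8 of 8 arrays). At 30 min and 100 μM the median was 0.29, and after 4 h it was -0.14, with 0 members past the threshold at either time, also adjusted over the list alone. Camera gave adjusted p-values of 5.5e-16 at 2 h and 5.6e-07 at 1 mM, and adjusted p = 0.521 and 0.702 with an estimated correlation.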

The components of the proteasome are likely to be upregulated to meet the increased demand for protein degradation brought about by the binding of AsIII to the sulfhydryl groups on proteins and/or glutathione that subsequently interfere with numerous enzyme systems such as cellular respiration [7,15]. In this paper, we will propose that this occurs through indirect oxidative stress as a result of the depletion of glutathione.

### The role of transcription factors Yap1 and Cad1 and the metalloid stress response

Many of the central proteins in the significant neighborhoods uncovered by ActiveModules were transcription factors (Figure 1a,c-f). Although some of these proteins were not differentially expressed themselves, they were still high-scoring nodes because of the highly significant expression of their targets. This is also important to keep in mind as we discuss later which genes might be sensitive to arsenic, but not necessarily differentially expressed, and why many genes that are differentially expressed do not display sensitive phenotypes when deleted.

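Of the 8 genes that the paper names as centres of network neighbourhoods, 3 rose and 0 fell at 1 mM (3 up and 0 down adjusted over the list alone), and 2 rose and 0 fell after 2 h at 100 μM (4 up and 0 down adjusted over the list alone). The study chose these genes on the same samples, so the counts are not independent evidence of their direction. MSN2, a general stress activator, was at 0.89 at 1 mM (SE 0.21, adjusted p = 0.0435, above 0 on 7 of 8 arrays) and 1.10 at 2 h (adjusted p = 0.0885, 4 of 4 arrays). Its paralog MSN4 was at -1.19 (adjusted p = 0.106) and 0.01 (adjusted p = 0.991). The heat-shock factor HSF1 was at -0.12 (adjusted p = 0.730) and 0.36 (adjusted p = 0.530), and CAD1, a paralog of YAP1, at -0.44 (adjusted p = 0.186) and 1.00 (adjusted p = 0.103). Among 27 general stress targets of Msn2 and Msn4, 3 rose and 4 fell at 1 mM (5 up and 7 down adjusted over the list alone), and 2 rose and 0 fell at 2 h (6 up and 0 down adjusted over the list alone). The phosphoglucomutase PGM2 (-2.11) and the glucokinase GLK1 (-1.92) led the decreases at 1 mM, and the membrane protein gene HSP12 rose at 2 h (log2 ratio 2.33, SE 0.29, adjusted p = 0.0272, above 0 on 4 of 4 arrays).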

Transcription factors Msn2, Yap1, Msn4, Cad1 and Hsf1 were the central proteins for many of the significant neighborhoods found (Figure 1c,d,f). Together with several genes previously implicated in oxidative-stress responses, these neighborhoods compose a stress-response network [24,26,35-39]. Of particular interest are Yap1 and Cad1, because of the high number of shared downstream targets (Figure 1c,f).

When overexpressed, Yap1 confers resistance to several toxic agents, and Yap1 mutants are hypersensitive to oxidants [33,40-44]. Conversely, Cad1 responds strongly to cadmium, but not to hydrogen peroxide (H_2_O_2_) [26,35]. Following arsenic exposure, Yap1 is induced at least fourfold, with many of its downstream targets showing high levels of induction (see Additional data file 3). 

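YAP1 rose 3.91-fold after 2 h at 100 μM (log2 ratio 1.97, SE 0.34, adjusted p = 0.0414, above 0 on 4 of 4 arrays, n = 1 culture pair) and 3.12-fold after 30 min at 1 mM (log2 ratio 1.64, SE 0.24, adjusted p = 0.0142, above 0 on 8 of 8 arrays, n = 2). Of 25 Yap1 targets with antioxidant or detoxifying products, 19 rose and 0 fell at 2 h (22 up and 0 down adjusted over the list alone; median log2 ratio 2.79) and 19 rose and 0 fell at 1 mM (22 up and 0 down adjusted over the list alone; median 2.33). GRE2, a methylglyoxal reductase, rose 40.3-fold at 2 h and 35.3-fold at 1 mM (adjusted p = 0.00995 and 0.00240, 4 of 4 and 8 of 8 arrays). AAD6, an aryl-alcohol dehydrogenase, rose 37.2-fold and 26.2-fold (adjusted p = 0.0154 and 0.00438), and ISU2, an iron-sulfur cluster scaffold, 13.0-fold and 9.49-fold. The vacuolar pump gene YCF1 did not pass in either condition (-0.16 and 0.41). In the test with camera the adjusted p was 4.2e-17 and 2.4e-14, and adjusted p = 0.521 and 0.702 with an estimated correlation.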

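OYE3 had the largest log2 ratio of all 5540 genes both after 2 h at 100 μM and at 1 mM. It rose 187-fold at 2 h (log2 ratio 7.54, SE 0.35, adjusted p = 0.00995, above 0 on 4 of 4 arrays) and 117-fold at 1 mM (log2 ratio 6.87, SE 0.24, adjusted p = 0.00240, above 0 on 8 of 8 arrays), where the culture pairs gave log2 ratios of 6.54 and 7.20. At 4 h its log2 ratio was 3.78 (adjusted p = 0.0951, above 0 on 4 of 4 arrays). Its paralog OYE2 rose 8.64-fold at 2 h (log2 ratio 3.11, SE 0.51, adjusted p = 0.0384, above 0 on 4 of 4 arrays) and 13.3-fold at 1 mM (log2 ratio 3.73, SE 0.36, adjusted p = 0.00660, above 0 on 8 of 8 arrays).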

Several of its targets are among the most highly upregulated genes (as high as 178-fold for *OYE3 *(encoding a NADPH dehydrogenase)). Moreover, Yap1 regulates *GSH1*, which encodes γ-glutamylcysteine synthetase (an enzyme involved in the biosynthesis of antioxidant glutathione), *TRX2 *(the antioxidant thioredoxin), *GLR1 *(glutathione reductase) and drug-efflux pumps *ATR1 *and *FLR1 *[35,45-50]. It should be noted that *GSH1 *and *ATR1 *are examples of several genes also targeted by Cad1. All of these specified Yap1 targets are induced after arsenic exposure, recapitulating the toxicant's role as a likely oxidant. 

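Of GSH1, TRX2, GLR1, ATR1 and FLR1, 4 rose in both of the stronger cDNA conditions. GSH1, the first enzyme of glutathione synthesis, rose 5.26-fold after 2 h at 100 μM (log2 ratio 2.39, SE 0.40, adjusted p = 0.0400, above 0 on 4 of 4 arrays) and 2.52-fold after 30 min at 1 mM (log2 ratio 1.33, SE 0.28, adjusted p = 0.0363, above 0 on 8 of 8 arrays). The thioredoxin gene TRX2 rose 11.2-fold (log2 ratio 3.49, SE 0.31, adjusted p = 0.0154, above 0 on 4 of 4 arrays) and 7.50-fold (log2 ratio 2.91, SE 0.22, adjusted p = 0.00501, above 0 on 8 of 8 arrays). GLR1, glutathione reductase, rose 3.54-fold (adjusted p = 0.0437, 4 of 4 arrays) and 4.70-fold (adjusted p = 0.00678, 8 of 8 arrays). FLR1, a multidrug transporter, rose 4.10-fold (adjusted p = 0.0323, 4 of 4 arrays) and 8.00-fold (adjusted p = 0.00438, 8 of 8 arrays). ATR1, another multidrug transporter, had log2 ratios of 1.65 (SE 0.56, adjusted p = 0.142, above 0 on 4 of 4 arrays) and 1.43 (SE 0.40, adjusted p = 0.0653, 8 of 8 arrays) and did not pass in either, while over the 3 combined culture pairs its log2 ratio of 1.50 passed (SE 0.33, adjusted p = 0.0396).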

During the course of this work, Wysocki *et al*. [24] also implicated Yap1 in arsenic tolerance.

As Cad1 and Yap1 share many downstream targets, the genes defined by these transcription factors are very similar. 

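The parent strain BY4741 and strains lacking YAP1, CAD1, RPN4 or ARR1 were compared on 20 Agilent oligonucleotide arrays, in 10 pairs of arrays with exchanged dyes. For each strain, cells treated with 100 μM AsIII for 2 h were hybridised against untreated cells of the same strain, on 4 arrays for the parent and 2 for each deletion strain, and each untreated deletion strain was hybridised against the untreated parent on 2 arrays. The values the authors deposited are log10 ratios from their error-weighted processing, which are limited to between -2 and 2, a 100-fold change, and were converted here to log2. They were already turned to treated over untreated, or deletion over parent. Of 10807 probes, 9202 matched 1 gene and 1605 had no gene name here, which left 5598 genes, 3588 of them as the mean of several probes. Each pair of arrays counted as 1 replicate in limma, and only the parent response had 2 pairs. No source used here says that these came from separate cultures, so p-values measure the spread between those 2 pairs, which is technical if they shared a culture, and each deletion strain is assumed to vary alike. All genes shared a SD of 0.172 on the log2 scale. The number of arrays limits the precision: on simulated data 98.5% of genes changed 2-fold in the parent and 86.6% in rpn4Δ were recovered. The deleted gene was low in each untreated strain: YAP1 at a log2 ratio of -4.35 in yap1Δ, CAD1 at -4.75 in cad1Δ, RPN4 at -4.04 in rpn4Δ and ARR1 at -2.27 in arr1Δ, where the 2 arrays gave -3.60 and -0.95. Differences between strains were tested as the response of the deletion strain minus that of the parent, and the 4 differences share the parent arrays.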

To determine which transcription factor is playing the most active role in the high level of differential expression for this group (see Figure 1c,f), we tested the roles of both activators by treatment of *yap1Δ *and *cad1Δ *deletion strains with 100 μM AsIII for 2 hours (Additional data file 4). Surprisingly, we did not find that Cad1 was involved in regulation in response to arsenic-mediated stress. The *yap1Δ *strain was not only sensitive to AsIII by phenotypic profiling (Additional data file 5) but also defective in the induction of several downstream enzymes with antioxidant properties (Figure 2a,b). Conversely, the *cad1Δ *strain displayed an almost identical profile to wild type, eliminating it as a strong factor in the arsenic response (Figure 2a,b). 

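Antioxidant targets of Yap1 were induced by AsIII in the parent and much less in yap1Δ. Of 25 targets, 19 rose and 1 fell in the parent (19 up and 1 down adjusted over the list alone; median log2 ratio 1.85), and 4 rose and 9 fell in yap1Δ (4 up and 7 down adjusted over the list alone; median -0.26). In the test of the difference, 24 responded less in yap1Δ than in the parent and 0 more (0 up and 25 down adjusted over the list alone; median difference -1.93). OYE3 had a log2 ratio of 6.54 in the parent and 2.46 in yap1Δ (difference -4.09, SE 0.21). GRE2 went from 3.49 to 0.88, the glutathione peroxidase GPX2 from 3.88 to -0.31, the thioredoxin reductase TRR1 from 2.72 to 0.03 and the aryl-alcohol dehydrogenase AAD4 from 4.83 to -0.35. OSI1 went from 4.63 to -1.03 and the peroxiredoxin TSA2 from 1.11 to -2.71. The 12 genes of Figure 2b all rose in the parent and all responded less in yap1Δ, but the study chose them on these samples, so this is not independent evidence of their direction. The 25 targets share members with these 12, among them GRE2, TRR1 and ISU2. Their counts are therefore not fully independent of that choice either. For the difference of the 25 targets camera's adjusted p was 6.8e-82, and adjusted p = 0.997 with an estimated correlation. In untreated cells, 8 of the 25 targets were already lower in yap1Δ than in the parent (15 adjusted over the list alone; median -0.41). The 2 untreated arrays of exchanged dye correlated at r = -0.479 across genes. Their spread did not enter the test, so these counts are uncertain.

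**Figure D2:**
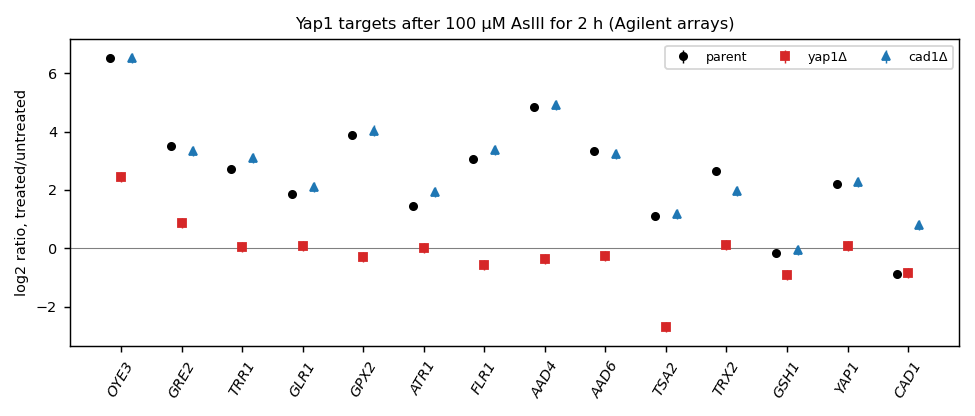
Log2 ratios of treated over untreated RNA for 14 genes on the Agilent arrays at 100 μM AsIII and 2 h. Black circles are the parent, red squares yap1Δ and blue triangles cad1Δ, with bars of 1 SE from limma. For OYE3 the parent lies at 6.54, cad1Δ at 6.51 and yap1Δ at 2.46, the first 2 near the 100-fold limit of the values. YAP1 in yap1Δ and CAD1 in cad1Δ are deleted, so their points there are not responses.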

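The response of cad1Δ was close to that of the parent. Of 25 Yap1 targets, 21 rose and 1 fell in cad1Δ (21 up and 1 down adjusted over the list alone; median log2 ratio 1.92). Against the parent, 2 responded more and 1 less (4 up and 1 down adjusted over the list alone): the glutathione transferase GTT2 (log2 difference 0.73, SE 0.21) and YCF1 (0.70) more and TRX2 (-0.70) less. OYE3 differed by -0.03 (SE 0.21). At 93.3-fold in the parent and 91.4-fold in cad1Δ it lay near the 100-fold limit of the values, so a higher response could hardly show. GRE2 differed by -0.16 (SE 0.21), which leaves differences of about 2 SE in either direction open. Over all 5598 genes the cad1Δ response correlated with the parent response at r = 0.957, with a slope of 1.01, and the yap1Δ response at r = 0.864. The 2 pairs of parent arrays correlated at 0.970. These are correlations across genes, which are not independent replicates. Of the genes that rose in the parent, 1623 also rose in cad1Δ, against 619 by chance, and 19 fell. From the near-identical profiles of cad1Δ and the wild type, beside the lost induction of antioxidant enzymes in yap1Δ, the paper concludes that Cad1 is not a strong factor in the arsenic response.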

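Strain differences of at least 2-fold numbered 209 in yap1Δ, 25 higher and 184 lower than in the parent, and 52 in cad1Δ, 14 higher and 38 lower. At limma's adjusted p under 0.05, 302 genes responded more and 412 less in yap1Δ, and 98 more and 139 less in cad1Δ, balances that turned to 525 more and 492 less in yap1Δ with robust eBayes and to 13 more and 10 less in cad1Δ with Cy5 alone. The 98 include CAD1 itself (difference 1.70), which cad1Δ lacks, so that value is not a response. The cad1Δ counts moved with the arrays used: the 52 became 33 or 107 when 1 of the parent pairs was left out, and the 237 calls became 34 with each array as a replicate and 7 with Cy3 alone (425 and 255 in yap1Δ). Besides the Yap1 targets, 4 of 5 arsenic detoxification genes responded less in yap1Δ and 0 more, and 7 of 16 glutathione genes responded less and 1 more (1 up and 9 down adjusted over the list alone). The gene responding more was DUG3 (0.64). SPS1, a protein kinase of sporulation, rose in the parent (log2 ratio 1.60) and responded more in both deletion strains (4.32 in yap1Δ, difference 2.72, and 3.98 in cad1Δ, difference 2.38, SE 0.21). Its untreated level was below that of the parent, at log2 ratios of -0.91 and -1.17. These come from untreated arrays of exchanged dye that correlated at r = -0.479 in yap1Δ and -0.137 in cad1Δ across genes. In cad1Δ, 7 of 30 sulfate assimilation and methionine genes responded more than in the parent and 0 less (9 up and 0 down adjusted over the list alone; camera adjusted p = 5.4e-05, and adjusted p = 0.914 with an estimated correlation). Of the 185 genes in the paper's list for yap1Δ, 170 were tested here and 159 were among the 209. Of the 47 genes in the paper's list for cad1Δ, 32 were tested and 26 were among the 52. The strain differences correlated at r = 0.253 across genes, while 100 simulations of unchanged strains sharing the parent arrays gave 0.332, and with the parent pairs split between the strains r was 0.220 and 0.0804. Their covariance was 0.0384, against 0.0147 simulated.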

A list of arsenic-mediated genes with at least a twofold difference in expression compared to wild type for *yap1Δ *and *cad1Δ *is provided (Additional data files 6 and 7). These were generated using Rosetta Resolver with a *p*-value less than 0.001 (see Materials and methods for more detail). Also, Additional data files 8 and 9 contain tables of genes failing to be induced or repressed (or showing such a decrease in expression that they no longer make significantly expressed gene lists) in the *yap1Δ *and *cad1Δ *experiments, compared to the parent experiment, after treatment with 100 μM AsIII for 2 hours. These are lists of genes that would be potentially regulated by Yap1 and Cad1 in the presence of arsenic.

### The proteasome responds to arsenic, and Rpn4 mediates a transcriptional role

Treatment of yeast with as little as 100 μM AsIII for 2 hours resulted in the induction of at least 14 ubiquitin-related and proteasome gene products (Figure 1b and Figure 3). 

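Some genes of ubiquitin transfer and the proteasome rose after 2 h at 100 μM on the cDNA arrays (n = 1 culture pair). Of the 8 proteasome genes drawn in Figure 3, 8 rose and 0 fell (8 up and 0 down adjusted over the list alone; median log2 ratio 1.83), and of the 7 ubiquitin-system genes drawn there, 5 rose and 0 fell (7 up and 0 down adjusted over the list alone; median 2.04). Both sets were chosen by the study on these samples, which is not independent evidence of their direction. UFO1, an F-box protein that selects proteins for ubiquitination, rose 6.47-fold (log2 ratio 2.69, SE 0.33, adjusted p = 0.0247, above 0 on 4 of 4 arrays), the checkpoint kinase RAD53 rose 4.49-fold and the ubiquitin ligase UBR1 rose 4.11-fold (log2 ratio 2.04, SE 0.29, adjusted p = 0.0323, above 0 on 4 of 4 arrays). The ubiquitin-conjugating enzyme RAD6 rose 3.01-fold (log2 ratio 1.59, SE 0.30, adjusted p = 0.0478, above 0 on 4 of 4 arrays), and RPN5 and RPN6 of the 19S lid rose 3.23-fold and 3.66-fold (adjusted p = 0.0396 and 0.0401). UBC4 had a log2 ratio of 1.49 (SE 0.37, adjusted p = 0.0756, above 0 on 4 of 4 arrays). In a wider list of 27 genes of ubiquitin conjugation and shuttling, 6 rose and 0 fell (14 up and 0 down adjusted over the list alone), led by CUZ1, a proteasome-associated zinc-finger protein (log2 ratio 3.42, SE 0.35, adjusted p = 0.0204, above 0 on 4 of 4 arrays). At 1 mM, 8 of those 27 rose and 0 fell (11 up and 0 down adjusted over the list alone). The 27 genes had a camera adjusted p of 1.5e-06 at 2 h, and adjusted p = 0.521 with an estimated correlation.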

The eukaryotic proteasome consists of a 20S protease core and a 19S regulator complex, which includes six AAA-ATPases known as regulatory particle triple-A proteins (RPT1-6p) [51,52]. Proteins are targeted for degradation by the proteasome via the covalent attachment of ubiquitin to a lysine side chain on the target protein (Figure 3). Conjugating enzymes then function together with ubiquitin-ligase enzymes to adhere to the target protein, and are tailored to carry out specific protein degradation in DNA repair, growth control, cell-cycle regulation, receptor function and stress response, to name a few [53,54]. 

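RPN4, the transcription factor that activates proteasome genes, rose 6.97-fold after 2 h at 100 μM (log2 ratio 2.80, SE 0.28, adjusted p = 0.0204, above 0 on 4 of 4 arrays, n = 1 culture pair) and 8.64-fold after 30 min at 1 mM (log2 ratio 3.11, SE 0.20, adjusted p = 0.00438, above 0 on 8 of 8 arrays, n = 2). After 30 min at 100 μM its log2 ratio was -0.10 (SE 0.28, adjusted p = 0.999, above 0 on 2 of 4 arrays), and after 4 h 0.60 (adjusted p = 0.435). On the Agilent arrays of the parent strain, RPN4 had a log2 ratio of 1.99 (SE 0.12, above 0 on 4 of 4 arrays).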

The apparent importance of Yap1 in response to possible oxidative damage by arsenic indicated a potential role for Rpn4 (induced eightfold, Figure 3). This is a 19S proteasome cap subunit, which also acts as a transcriptional activator of the ubiquitin-proteasome pathway and a variety of base-excision and nucleotide-excision DNA repair genes [34,55,56].

Rpn4 is required for tolerance to cytotoxic compounds and may regulate multidrug resistance via the proteasome [57]. Moreover, Owsianik *et al*. [57] identified an YRE (Yap-response element) site present in the *RPN4 *promoter. This YRE was found to be functional and important for the transactivation of *RPN4 *by Yap1 in response to oxidative compounds, such as H_2_O_2_. However, we also located the Rpn4-binding sequence, TTTTGCCACC, 47 bases distant from the open reading frame (ORF) of *YAP1*, indicating that Yap1 not only activates Rpn4, but that Rpn4 may in fact activate Yap1 [58]. 

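With AsIII, YAP1 had a log2 ratio of 1.47 in rpn4Δ (SE 0.17, above 0 on 2 of 2 arrays) and 2.21 in the parent (SE 0.12, 4 of 4 arrays). The difference was -0.75 (SE 0.21, adjusted p = 0.00200). Across all genes the rpn4Δ response had a slope of 0.640 on the parent response. The lower YAP1 ratio therefore cannot be told apart from a weaker response in general. RPN4 had a log2 ratio of 1.77 in yap1Δ (SE 0.17, above 0 on 2 of 2 arrays), a difference from the parent of -0.22 (SE 0.21, adjusted p = 0.575) that did not pass the test and leaves a somewhat lower induction open. In untreated cells YAP1 was at -0.26 in rpn4Δ against the parent (adjusted p = 0.304) and RPN4 at -0.07 in yap1Δ (adjusted p = 0.971). Yap1's targets still responded in rpn4Δ, where 23 rose and 0 fell of 25, with a median log2 ratio of 1.48; the difference from the parent passed for 4 that responded more and 2 that responded less (4 up and 2 down adjusted over the list alone).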

In support of this hypothesis we found that relative to wild type, the level of Yap1 induction was lower in the *rpn4Δ *strain under arsenic stress conditions, whereas Rpn4 was equally induced in the *yap1Δ *strain (Additional data file 10).

With respect to wild type, the profile of *rpn4Δ *after treatment with arsenic was the most dramatically altered, save for *arr1Δ *(Figure 2 and Additional data files 11 and 12). These data suggest that arsenic modification of sulfhydryl groups on proteins leads to protein inactivation and therefore degradation via the 26S proteasome. 

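In rpn4Δ, genes for proteasome subunits lost their induction by AsIII. Of 33 such genes, 23 rose and 4 fell in the parent (median log2 ratio 0.61) and 3 rose and 12 fell in rpn4Δ (median -0.26). In the test of the difference, 25 responded less in rpn4Δ and 0 more (0 up and 25 down adjusted over the list alone; median difference -0.79). PRE4 had a log2 ratio of -0.12 in rpn4Δ (difference -1.63, SE 0.21), PRE1 of -0.32 (difference -1.52) and RPN9 of -0.87 (difference -1.48). The ubiquitin protease UBP6 differed by -1.60. In untreated cells, 13 of the 33 were lower in rpn4Δ than in the parent and 0 higher. Of 135 ribosomal protein genes, 93 also responded less, with a median difference of -0.64 (100 adjusted over the list alone). Of 74 ribosome biogenesis genes, 33 responded less and 2 more (2 up and 33 down adjusted over the list alone), led by ENP1 (-2.06). Among 27 genes of ubiquitin conjugation and shuttling, 12 responded less and 3 more (3 up and 12 down adjusted over the list alone). The proteasome difference had a camera adjusted p of 2.8e-11, and adjusted p = 0.806 with an estimated correlation. Over all genes, 1195 responded more and 991 less in rpn4Δ at limma's adjusted p under 0.05, and 534 differed at least 2-fold, 365 of them among the 378 tested genes of the paper's list. The ribosomal protein genes were higher than in the parent by a median of 1.27 in untreated rpn4Δ. With the response difference added they were still higher by 0.66. Correlations with the parent response across 5598 genes were 0.789 for rpn4Δ (slope 0.640) and 0.546 for arr1Δ (slope 0.402), below those of yap1Δ and cad1Δ.

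**Figure D3:**
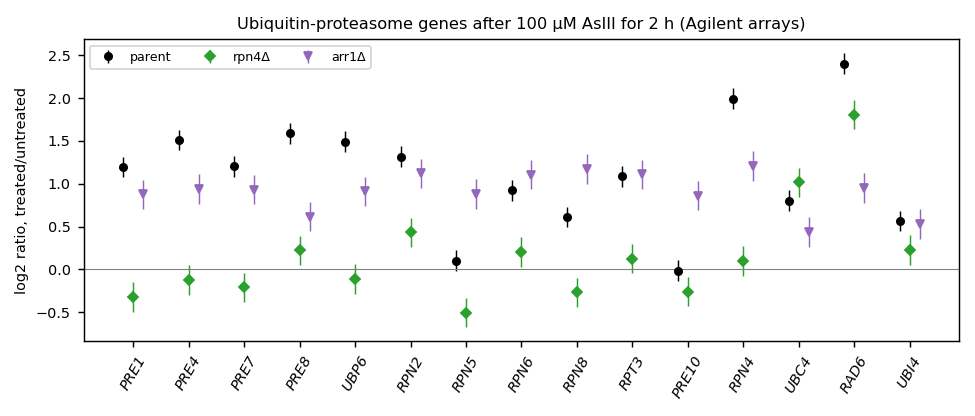
Log2 ratios of treated over untreated RNA for 15 genes of the proteasome and the ubiquitin system on the Agilent arrays at 100 μM AsIII and 2 h. Black circles are the parent, green diamonds rpn4Δ and purple triangles arr1Δ, with bars of 1 SE from limma. PRE4 lies at 1.51 in the parent, -0.12 in rpn4Δ and 0.94 in arr1Δ. RPN4 is deleted in rpn4Δ, so its point there is not a response.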

Another scenario is that the proteasome, and/or its proteases, is sensitive to arsenic-related events, leading to dysfunctional protein turnover and an increased requirement for 26S proteasome subunits. A similar idea was proposed for the direct methylating agent, methylmethane sulfonate [34].

### *ARR1* transcriptional responses

Arr1 is structurally related to Yap1 and Cad1 [20,24]. However, little is known about how Arr1 may be involved in oxidative stress and/or multidrug resistance. Furthermore, Arr1 is not well represented by the interactions present in the yeast regulatory network. However, studies by Bobrowicz *et al*. [20,59] show that the transcriptional activation of Arr3 requires the presence of the Arr1 gene product. Moreover, a report by Bouganim *et al*. [60] supports our finding that Yap1 also is important for arsenic resistance. They show that overproduction of Yap1 blocks the ability of Arr1 to fully activate Arr3 expression at high doses of arsenite, suggesting that Yap1 can compete for binding to the promoter of the Arr1 target gene, *ARR3*. While this paper was being written, Tamas and co-workers [24] showed that Arr1 transcriptionally controls Arr2 and Arr3 expression from a plasmid containing their promoters fused to the *lacZ *gene and measuring β-galactosidase activities. This was done by growing the cells for 20 hours with a low dose of metalloid and spiking the concentration to 1 mM AsIII for the last 2 hours of incubation. These experiments showed that *ARR1 *deletion resulted in complete loss of Arr3-*lacZ *induction, whereas *YAP1 *deletion did not significantly affect induction. Similar results were obtained for the Arr2-*lacZ *induction assay and the authors concluded that Yap1 has a role in metalloid-dependent activation of oxidative stress response genes, whereas the main function of Arr1 seems linked to the control of Arr2 and Arr3. Interestingly, this study was shortly followed by another from Menezes *et al*. [25] which found contrasting results when looking at mRNA and Northern-blot analysis. In this study, the induction of Arr2 and Arr3, after treatment with 2 mM AsIII for up to 90 minutes, did not occur in either the *ARR1*-deleted strain or the *YAP1*-deleted strain. These authors conclude that the requirement for both *YAP1 *and *ARR1 *is vital to yeast in the function of regulating and inducing genes important for arsenic detoxification. 

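ARR2 had a log2 ratio of 2.57 after AsIII in the parent (SE 0.12, above 0 on 4 of 4 arrays) and 1.56 in arr1Δ (SE 0.17, 2 of 2 arrays), 2.95-fold. The difference of -1.01 passed the test (SE 0.21, adjusted p = 7.7e-06). ARR3 had a log2 ratio of 1.22 in the parent and 0.89 in arr1Δ (SE 0.17, 2 of 2 arrays), 1.85-fold, and the difference of -0.33 did not pass (SE 0.21, adjusted p = 0.171). In yap1Δ, ARR2 was at -0.23 (adjusted p = 0.229) and ARR3 at 0.25 (adjusted p = 0.187), lower than in the parent by differences of -2.80 and -0.97. In rpn4Δ both responded more than in the parent, ARR2 by 1.03 and ARR3 by 1.30. Untreated arr1Δ had log2 ratios against the parent of -0.25 for ARR2 (adjusted p = 0.303) and -0.17 for ARR3 (adjusted p = 0.530). On the cDNA arrays of the parent strain, 2 of 5 arsenic detoxification genes rose and 0 fell at 100 μM and 2 h (2 up and 0 down adjusted over the list alone), namely ARR2 (log2 ratio 4.43, SE 0.47, adjusted p = 0.0212, above 0 on 4 of 4 arrays) and ARR3 (log2 ratio 2.97, SE 0.31, adjusted p = 0.0204, above 0 on 4 of 4 arrays).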

Finally, transcription profiling experiments presented here show that the arsenic transport proteins Arr2 and Arr3 are still expressed (2.9-fold induction for Arr2 and 1.8-fold for Arr3, respectively) in the *ARR1 *mutant, but show defective induction in the *yap1Δ *strain treated in parallel (Additional data files 4 and 10). These results indicate that Yap1 may control Arr2 and Arr3 when yeast is subjected to 100 μM AsIII for 2 hours.

Our results and those of Menezes *et al*. [25], in contrast to the results of Tamas and colleagues [24], might be explained by the following. Our and Menezes *et al.*'s studies looked at genes in the normal chromosome context rather than genes ectopically expressed from a plasmid; in addition, in our study, we treated the yeast with 100 μM AsIII while Wysocki *et al*. [24] started with a low dose, but spiked the concentration to 1 mM AsIII in the last 2 hours of incubation. However, Menezes *et al*. [25] used an even higher dose (2 mM AsIII for a time-course ending at 90 minutes) and obtained more similar results to ours, with the exception that their Northern-blot analysis, which can sometimes miss relatively small changes, indicated an apparent lack of induction of *ARR2 *or *ARR3 *in either the *ARR1*- or *YAP1*-deleted strains. Taken together, these data indicate that both *ARR1 *and *YAP1 *are important genes involved in the process of arsenite detoxification in the yeast cell, but because of the different strains and treatment protocols used between these three studies, further experiments are warranted to resolve the differences.

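SER3, a phosphoglycerate dehydrogenase of serine synthesis, rose in the parent (log2 ratio 1.93, SE 0.12) and had a log2 ratio of -0.43 in arr1Δ (2 of 2 arrays below 0), a difference of -2.36 (SE 0.21). SAM4, an S-adenosylmethionine-homocysteine methyltransferase, was at 1.02 in the parent and -0.96 in arr1Δ, a difference of -1.98. Of 19 genes of serine, threonine, aspartate and arginine synthesis, 12 responded less in arr1Δ and 3 more (3 up and 12 down adjusted over the list alone; median difference -0.79). ARG8, an arginine synthesis enzyme, had the largest difference (-3.41, SE 0.21), and SER2, phosphoserine phosphatase, differed by -1.97. Of 14 genes of shikimate and aromatic amino acid synthesis, 9 responded less and 3 more (3 up and 9 down adjusted over the list alone), led by ARO4 (-1.95). These lists had camera adjusted p-values of 2.9e-04 and 0.00214, and adjusted p = 0.901 and 0.851 with an estimated correlation. Of the 19 genes drawn in Figure 2d, which the study chose on these samples and which are therefore not independent evidence, 13 responded less and 6 more. In untreated cells SER3 was at 0.33 and SAM4 at 0.33 in arr1Δ against the parent. Across genes, the cDNA profile of the parent strain at the same dose and time correlated at r = 0.654 with arr1Δ and 0.382 with the Agilent parent. Differences between arr1Δ and the Agilent parent therefore cannot be credited to the deletion alone. Over 5598 genes, 1600 responded more and 1427 less in arr1Δ than in the parent at limma's adjusted p under 0.05 (1441 and 1555 with median centring), and 1210 differed at least 2-fold, 805 of them among the 817 tested genes of the paper's list.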

Other interesting results from our transcription profiling of the *arr1Δ *and parent strains after arsenic treatment (Figure 2a,d and Additional data files 13 and 14), included large differences in expression as a whole and in particular the inability of *arr1Δ *to induce serine biosynthesis-related genes such as *SER3*, and sulfur and methionine amino-acid metabolism genes including *SAM4*. Conversely, *arr1Δ *failed to repress *SAM3*, as well as *CIT2*, a glutamate biosynthesis gene, when compared to the parent profile.

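SAM3, the high-affinity S-adenosylmethionine permease, fell after AsIII in the parent (log2 ratio -2.35, SE 0.12, 4 of 4 arrays) and was at 0.00 in arr1Δ (SE 0.17, adjusted p = 0.996). The difference was 2.35 (SE 0.21, adjusted p = 9.7e-27). CIT2, the peroxisomal citrate synthase, fell by 3.71 on the log2 scale in the parent (4 of 4 arrays) and was at -0.19 in arr1Δ (adjusted p = 0.363), a difference of 3.52 (SE 0.21). Its mitochondrial paralog CIT1 was at -2.02 in the parent and -0.02 in arr1Δ, and the aldo-keto reductase GCY1 at -2.12 and -0.05. Of 45 genes of the TCA cycle and respiratory chain, 4 rose and 36 fell in the parent, and 34 had a higher response in arr1Δ and 1 a lower one (34 up and 1 down adjusted over the list alone; median difference 0.78). The lower one was CYC1 (-0.81), chosen after its value was seen. That difference had a camera adjusted p of 8.1e-06, and adjusted p = 0.851 with an estimated correlation. Against the untreated parent, untreated arr1Δ had log2 ratios of 0.26 for SAM3 (adjusted p = 0.285), -0.84 for CIT2 (adjusted p = 2.2e-05) and -0.80 for CIT1.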

These observations indicate that Arr1 may regulate sulfur-assimilation enzymes that are necessary for arsenic detoxification. This is particularly interesting considering that the ActiveModules algorithm identified the node Met31 (Figure 1e), the transcriptional regulator of methionine metabolism which interacts with Met4, an important activator of the sulfur-assimilation pathway that is likely to be involved in the glutathione-requiring detoxification process. 

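Genes of sulfate assimilation and methionine synthesis moved both ways in arr1Δ. Of 30 such genes, 12 responded more to AsIII than in the parent and 9 less (12 up and 9 down adjusted over the list alone; median difference 0.30). The sulfate permease SUL1 responded more (log2 ratio 2.76 in arr1Δ and -0.14 in the parent, difference 2.90, SE 0.21), as did SUL2 (difference 1.14), the methionine permease MUP1 (1.05) and the regulator MET32 (1.41). On the cDNA arrays of the parent strain at the same dose and time SUL1 rose, unlike in the Agilent parent. ATP sulfurylase MET3 responded less (log2 ratio -0.28 in arr1Δ and 0.94 in the parent, difference -1.23, SE 0.21), as did the beta-lyase IRC7 (-1.53), the phosphatase MET22 (-1.16) and the cystathionine gamma-lyase CYS3 (-0.79). Of 16 glutathione genes, 11 responded more and 1 less (13 up and 2 down adjusted over the list alone), among them GSH1 (1.44, SE 0.21) and GTT2 (1.57) more and GPX2 (-0.57) less. Camera's adjusted p was 0.310 for the sulfate list and 0.00155 for the glutathione list, and adjusted p = 0.955 and 0.901 with an estimated correlation. In untreated cells, 10 of the 30 sulfate genes were higher in arr1Δ than in the parent and 3 lower, with SUL1 at -0.88 and MUP1 at 0.78.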

Sulfur metabolism was also a functional category in the Simplified Gene Ontology found to be significantly enriched by the hypergeometric statistical test (see Materials and methods) (Table 1). Furthermore, phenotypic profiling results discussed later show the importance of serine and glutamate metabolism in the sensitivity response to arsenic. 

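In arr1Δ, 28 of 33 proteasome genes rose with AsIII and 0 fell (29 up and 0 down adjusted over the list alone; median log2 ratio 0.78). Against the parent, 11 responded more in arr1Δ and 3 less (10 up and 3 down adjusted over the list alone; median difference 0.20). PRE8 (-0.97, SE 0.21), RPN11 (-0.59) and PRE4 (-0.57) responded less, and PUP2 (1.09) and PRE5 (0.98) more. By camera the adjusted p was 0.450, and adjusted p = 0.955 with an estimated correlation. Of 27 genes of ubiquitin conjugation and shuttling, 5 responded more and 6 less (5 up and 6 down adjusted over the list alone). CUZ1 (-1.55) and RAD6 (log2 ratio 0.95 in arr1Δ, difference -1.45, SE 0.21) were lowest. Of the 7 ubiquitin-system genes of Figure 3, chosen by the study and so not independent evidence, 5 responded less, RAD53 by -2.59, UBC11 by -1.65 and UFO1 by -0.98. RPN4 itself had a log2 ratio of 1.21 in arr1Δ (difference -0.78, adjusted p = 6.0e-04). The differences of arr1Δ and rpn4Δ from the parent correlated at r = 0.708 across 5598 genes, with 828 genes responding more in both against 342 by chance and 724 less in both against 253. Both share the parent arrays: unchanged strains simulated 100 times gave r = 0.332, and with the parent pairs split between the strains r was 0.642 and 0.676. The covariance was 0.356, against 0.0147 simulated. Neither check covers strains that respond less than the parent in general, whose differences would correlate too. The slopes on the parent response were 0.640 for rpn4Δ and 0.402 for arr1Δ, so the correlation does not show a similarity particular to these 2 strains.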

Lastly, it is important to note that *arr1Δ *also displays loss of expression of a number of ubiquitin-proteasome-related gene products, sharing similar expression patterns with *rpn4Δ *(Additional data files 13 and 14) and suggesting that it may have a role in protein degradation as well.

### Arsenic treatment stimulates cysteine and glutathione biosynthesis and leads to indirect oxidative stress

Our arsenic-treatment experiments revealed the strong induction of over 20 enzymes in the KEGG sulfur amino acid and glutathione biosynthesis pathways (Table 1). This is consistent with the hypothesis that glutathione acts as a first line of defense against arsenic by sequestering and forming complexes with the toxic metalloid [21].

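Of 30 genes of sulfate assimilation and methionine synthesis, 12 rose and 2 fell at 1 mM on the cDNA arrays (15 up and 2 down adjusted over the list alone; median log2 ratio 1.04), and 5 rose and 1 fell after 2 h at 100 μM (11 up and 1 down adjusted over the list alone; median 1.18). With the 16 glutathione genes counted apart, 5 rose at 1 mM and 5 at 2 h. ATP sulfurylase MET3 had the largest change at 1 mM (log2 ratio 4.52, SE 0.47, adjusted p = 0.00697, above 0 on 8 of 8 arrays), with 3.53 and 5.51 in its culture pairs. The genes that fell were IRC7, a cysteine desulfhydrase (log2 ratio -1.82, SE 0.20, adjusted p = 0.00761, below 0 on 8 of 8 arrays at 1 mM; log2 ratio -3.23 at 2 h) and, at 1 mM alone, CBF1. Over the 3 combined culture pairs 13 of the 30 rose and 1 fell (14 up and 1 down adjusted over the list alone). At 30 min and 100 μM 0 rose and 0 fell (0 also adjusted over the list alone), and at 4 h 0 rose and 0 fell (4 up and 0 down adjusted over the list alone). The sulfate list had a camera adjusted p of 8.6e-05 at 1 mM and 1.1e-04 at 2 h, and adjusted p = 0.702 and 0.612 with an estimated correlation.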

Dormer *et al*. [61] showed that *GSH1 *induction by cadmium is dependent on the presence of Met4, Met31, Met32 and Cbf1 in the transcriptional complex of MET genes. Met4 and Met32 are also differentially expressed in response to arsenic and interact with Met31, which defines a network neighborhood as shown in Figure 1e. 

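MET32, a zinc-finger activator of sulfur genes, rose 6.19-fold after 2 h at 100 μM (log2 ratio 2.63, SE 0.39, adjusted p = 0.0345, above 0 on 4 of 4 arrays, n = 1 culture pair) and 3.66-fold after 30 min at 1 mM (log2 ratio 1.87, SE 0.28, adjusted p = 0.0147, above 0 on 8 of 8 arrays, n = 2). MET4, the activator that acts through Met31, Met32 and Cbf1, had log2 ratios of 1.13 at 2 h (SE 0.34, adjusted p = 0.109, above 0 on 4 of 4 arrays) and 0.32 at 1 mM (SE 0.24, adjusted p = 0.379, 6 of 8 arrays). At 30 min and 100 μM, MET32 was at 0.33 (adjusted p = 0.999) and MET4 at -0.13 (adjusted p = 0.999). At 4 h MET32 was at 1.08 (adjusted p = 0.344).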

The biological impact of the sulfur-related stress response was further exemplified by comparisons of our arsenic profiles to H_2_O_2 _profiles (400 μM H_2_O_2_) from Causton *et al*. [62] (Table 2). Although we found many expected similarities between arsenic and H_2_O_2 _gene-expression profiles in regard to oxidative-stress response genes, sulfur and methionine metabolism genes, in response to H_2_O_2_, were either repressed or did not change (Table 2). Furthermore, a study by Fauchon *et al*. [63] showed that yeast cells treated for 1 hour with 1 mM of the metal Cd^2+^, responded by converting most of the sulfur assimilated by the cells into glutathione, thus reducing the availability of sulfur for protein synthesis. Our arsenic profile showed a similar response to the sulfur-assimilation profile seen with Cd^2+ ^(Table 2). 

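Some transporters and enzymes of sulfur assimilation rose in one or both of the stronger cDNA conditions. Sulfate permease SUL1 rose 5.76-fold at 2 h (adjusted p = 0.0384, 4 of 4 arrays) and 2.45-fold at 1 mM (adjusted p = 0.0391, 8 of 8 arrays), and SUL2 was at 2.52-fold (adjusted p = 0.158) and 2.89-fold (adjusted p = 0.0403). The APS kinase gene MET14 was at 4.69-fold at 2 h (adjusted p = 0.0866, 4 of 4 arrays) and rose 14.5-fold at 1 mM (adjusted p = 0.00705, 8 of 8 arrays). PAPS reductase MET16 rose 13.3-fold at 1 mM (adjusted p = 0.0142) and was at 2.56-fold at 2 h (adjusted p = 0.322), and MET22 rose 3.52-fold at 1 mM (adjusted p = 0.0191). The sulfite reductase gene MET5 rose 5.16-fold at 1 mM (adjusted p = 0.0109), while MET10 was at 5.51-fold (adjusted p = 0.0509). CYS4, cystathionine beta-synthase, rose 2.97-fold at 1 mM (adjusted p = 0.0130), and CYS3 was at 1.29-fold (adjusted p = 0.480). The methyltransferase MHT1 rose 5.20-fold at 2 h and 2.84-fold at 1 mM (adjusted p = 0.0281 and 0.0141), and the permease MUP3 7.94-fold and 7.15-fold (adjusted p = 0.0232 and 0.00608). Methionine synthase MET6 was at 1.10-fold at 1 mM (adjusted p = 0.853), with log2 ratios of -0.81 and 1.09 in the culture pairs.

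**Figure D4:**
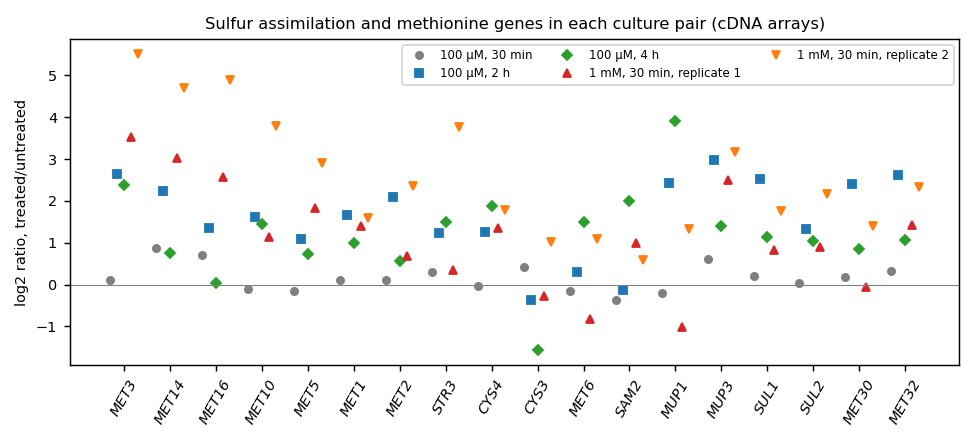
Mean log2 ratio of treated over untreated RNA for 18 genes of sulfur assimilation in each of the 5 culture pairs on the cDNA arrays, with 4 arrays averaged in each pair. Red upward and orange downward triangles are culture pairs 1 and 2 at 1 mM, and grey circles, blue squares and green diamonds are 30 min, 2 h and 4 h at 100 μM. The culture pairs at 1 mM lie apart for MET16 (2.57 and 4.89) and MET14 (3.02 and 4.70).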

As a consequence, arsenic may be conferring indirect rather than direct oxidative stress mediated by the depletion of glutathione, thus inhibiting the breakdown of increasing amounts of H_2_O_2 _by glutathione peroxidase (*GPX2*, up 13-fold) (Figure 4) [21,64].

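GPX2, a glutathione peroxidase, rose 13.4-fold after 2 h at 100 μM (log2 ratio 3.74, SE 0.40, adjusted p = 0.0212, above 0 on 4 of 4 arrays, n = 1 culture pair) and 7.12-fold after 30 min at 1 mM (log2 ratio 2.83, SE 0.28, adjusted p = 0.00660, above 0 on 8 of 8 arrays, n = 2). After 4 h it was at 14.3-fold (adjusted p = 0.117, 4 of 4 arrays). Its relatives GPX1 and HYR1 did not pass at 2 h (log2 ratios 0.20 and -0.11, adjusted p = 0.823 and 0.832) or at 1 mM (-1.11 and 0.15, adjusted p = 0.0786 and 0.610). GSH2, the last enzyme of glutathione synthesis, was at 0.89 and 0.06. The paper describes a sulfur-assimilation profile like the one seen with cadmium. With hydrogen peroxide, by contrast, it reports sulfur and methionine genes as lowered or unchanged. From both comparisons the paper proposes that arsenic causes oxidative stress indirectly, by using up glutathione, so that less hydrogen peroxide is broken down.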

### Phenotypic profiling defines arsenic-sensitive strains and maps to the metabolic network

To identify genes and pathways that confer sensitivity to arsenic, we identified deletion mutants with increased sensitivity to growth inhibition using a deletion mutant library of nonessential genes (4,650 homozygous diploid strains) [65,66]. Each strain contains two unique 20-bp sequences (UPTAG and DOWNTAG) enabling their growth to be analyzed *en masse *and the fitness contribution of each gene to be quantitatively assayed by hybridization to high-density oligonucleotide arrays. The top 50 sensitive deletion strains included: *THR4*, *SER1*, *SER2*, *CPA2*, *CPA1*, *HOM2*, *HOM3*, *HOM6*, *ARG1*, *YAP1*, *CDC26*, *ARR3*, *CIN2*, *ARO1*, *ARO2 *and *ARO7*. A listing of the rank order for all sensitivities is available (Additional data file 5).

Only 10% of the top 50 sensitive mutant strains were significantly differentially expressed in the transcript profile. This lack of direct correlation between gene expression and fitness data is consistent with data from our own and other laboratories [2,4,65]. 

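Genes whose deletion strains the paper names as sensitive to arsenic mostly did not pass the expression test. Of 15 such genes on the cDNA arrays, 6 rose and 0 fell at 1 mM (7 up and 0 down adjusted over the list alone), and 3 rose and 0 fell after 2 h at 100 μM (3 up and 1 down adjusted over the list alone). The genes that rose at 1 mM were the microtubule-related gene CIN2 (log2 ratio 3.30, SE 0.20, adjusted p = 0.00438, above 0 on 8 of 8 arrays), the aspartate kinase HOM3 (log2 ratio 3.29, SE 0.39, adjusted p = 0.00899, above 0 on 8 of 8 arrays), the homoserine dehydrogenase HOM6 (log2 ratio 2.22, SE 0.24, adjusted p = 0.00705, above 0 on 8 of 8 arrays), ARR3, SER2 (log2 ratio 2.03, SE 0.27, adjusted p = 0.0112, above 0 on 8 of 8 arrays) and YAP1. Those at 2 h were ARR3, YAP1 and CIN2 (log2 ratio 1.62, SE 0.28, adjusted p = 0.0419, above 0 on 4 of 4 arrays). SER1 was at 1.19 at 1 mM (adjusted p = 0.0666) and ARG1 at -0.88 (adjusted p = 0.640). At 1 mM a larger share of the 15 genes rose than of all genes (537 of 5540), and likewise at 2 h. The 15 genes were picked by the study for the phenotype of their deletion strains, and the copy of its full ranking used here is incomplete, so the top 50 strains as a set were not analysed here.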

At least three factors may contribute to this discrepancy. First, some highly expressed genes when deleted are nonviable (around 1,000 genes) and are therefore unable to be scored for fitness. 

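The essential genes ERO1, HCA4 and DCP1 rose in both of the stronger cDNA conditions, although the study picked them on these samples, so the counts (3 of 3 up at 2 h, 3 of 3 at 1 mM) are not independent evidence. ERO1, the thiol oxidase of the endoplasmic reticulum, rose 8.44-fold after 2 h at 100 μM (log2 ratio 3.08, SE 0.45, adjusted p = 0.0344, above 0 on 4 of 4 arrays) and 10.3-fold after 30 min at 1 mM (log2 ratio 3.36, SE 0.32, adjusted p = 0.00655, above 0 on 8 of 8 arrays). HCA4, an RNA helicase of ribosome assembly, rose 4.71-fold (log2 ratio 2.24, SE 0.29, adjusted p = 0.0282, above 0 on 4 of 4 arrays) and 9.80-fold (log2 ratio 3.29, SE 0.21, adjusted p = 0.00438, above 0 on 8 of 8 arrays). DCP1 rose 9.25-fold (log2 ratio 3.21, SE 0.30, adjusted p = 0.0154, above 0 on 4 of 4 arrays) and 23.5-fold (log2 ratio 4.55, SE 0.21, adjusted p = 0.00253, above 0 on 8 of 8 arrays). On the same strand DCP1 is the next gene after GRE2 and HCA4 the next after KAR2, which was at 1.94 at 2 h (adjusted p = 0.195) and 1.34 at 1 mM (adjusted p = 0.150). After 4 h the log2 ratios were 0.10 for ERO1, -0.31 for HCA4 and 0.26 for DCP1, and none passed.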

Some examples of highly expressed, yet nonviable, genes under arsenic stress are *ERO1 *(7- to 10-fold induced), *HCA4 *(5- to 9-fold induced), and *DCP1 *(9- to 22-fold induced). Second, there are redundant pathways mediated by multiple genes, such that deletion of one does not lead to sensitivity. *OYE2*, *OYE3*, and a large number of reductases fall into this category. Finally, gene products that do not change significantly, mediate important biological responses and thus when deleted could sensitize the cell to a specific stressor. 

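ARO1 and ARO2 of the shikimate pathway and THR4 and HOM2 of threonine synthesis did not pass the test in any cDNA condition. At 1 mM their log2 ratios were -0.19 for ARO1 (SE 0.21, adjusted p = 0.559), 0.64 for ARO2 (adjusted p = 0.122), 0.41 for THR4 (adjusted p = 0.237) and 0.31 for HOM2 (adjusted p = 0.627). After 2 h at 100 μM they were -0.34 (adjusted p = 0.516), 0.22 (adjusted p = 0.721), -0.43 (adjusted p = 0.425) and -1.28 (SE 0.60, adjusted p = 0.246), which leaves changes of about 2 SE open. Other genes of the same pathways did rise: of 19 genes of serine, threonine, aspartate and arginine synthesis, 6 rose and 0 fell at 1 mM (7 up and 0 down adjusted over the list alone), among them SER33 (log2 ratio 2.66, SE 0.27, adjusted p = 0.00677, above 0 on 8 of 8 arrays), HOM3 and HOM6. At 2 h 1 rose and 0 fell (2 up and 0 down adjusted over the list alone), namely SER33 (2.22). Of 14 shikimate and aromatic genes, 1 rose and 0 fell at 1 mM (1 up and 0 down adjusted over the list alone), TYR1 (log2 ratio 1.34, SE 0.25, adjusted p = 0.0267, above 0 on 8 of 8 arrays), and 0 rose and 0 fell at 2 h (0 also adjusted over the list alone). The culture pairs at 1 mM differed for both lists, whose medians were above 0 in pair 2 and below 0 in pair 1.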

*ARO1*, *ARO2*, *THR4 *and *HOM2 *are examples of genes that are not differentially expressed but are very sensitive to arsenic.

Like the gene-expression data, the phenotypic data was subjected to searches performed against the regulatory network of yeast protein-protein and protein-DNA interactions as well as the metabolic network of all known biochemical reactions in yeast. Unlike the transcription profile, the phenotypic data analysis revealed no significant regions in the regulatory network, but did map to two statistically significant metabolic networks. The first significant pathway was amino acid synthesis/degradation with the terminal products being L-threonine and L-homoserine, beginning with precursors such as L-arginine, fumarate and oxaloacetate (Figure 5a). These products function in serine, threonine and glutamate metabolism. The second network indicated the importance of the shikimate pathway, which is essential for the production of aromatic compounds in plants, bacteria and fungi (Figure 5b). The shikimate pathway operates in the cytosol of yeast and utilizes phosphoenol pyruvate and erythrose 4-phosphate to produce chorismate through seven catalytic steps. It is a pathway with multiple branches, with chorismate representing the main branch point, and various branches giving rise to many end products. Interestingly, chorismate is also used for the production of ubiquinone, *p*-aminobenzoic acid (PABA) and folates, which are donors to homocysteine [67-69].

### Relationship between gene-expression and phenotypic profiles

Combining transcript profiling and phenotypic profiling provides deeper insights into the biology of arsenic responses. Until now there has been a lack of correlation between the differential expression of genes and sensitivity of deletion mutants [2,4,65] and this was the case in the present study. However, by mapping each dataset to the regulatory and metabolic networks, we have uncovered the likely reason for this lack of congruence. Our data show that many of the most sensitive genes (Additional data file 5; top 50 ranks) are involved in serine and threonine metabolism, glutamate, aspartate and arginine metabolism, or shikimate metabolism, which are pathways upstream of the differentially expressed sulfur, methionine and homocysteine metabolic pathways, respectively. These downstream pathways are important for the conversion to glutathione, necessary for the cell's defense from arsenic (Figures 4, 5a, 6 and Table 1). This overlap of sensitive upstream pathways and differentially expressed downstream pathways provides the link between transcriptional and phenotypic profiling data (Figures 4 and 6).

Thus, we believe our work shows that the deletion of an individual gene can lead to a change in sensitivity to an agent only if the protein product of that gene is important for some process (for example, amino-acid synthesis or a transcription factor required for the increased expression of genes needed to protect against the agent). On the other hand, expression profiling shows the end product of the cell's response to arsenic. Therefore, an agent such as arsenic might cause a transcription factor (Yap1, for example) to increase the expression of as many as 50 genes, 20 of which might help to protect against the agent. However, deletion of any of the 50 would not be expected to have an effect on the response to arsenic. The effect of gene deletion would be on the transcription factor itself (whose expression might not be affected by the agent). Thus, in the case of arsenic exposure, we conclude that phenotypic profiling interrogates genes upstream of the genes that ultimately protect against arsenic toxicity and that the downstream targets that demonstrate differential expression probably share redundant functions and are not vulnerable in the phenotypic profiling (Figure 6).

## Conclusions

Systems biology represents an important set of methods for understanding stress responses to environmental toxicants, such as arsenic. In this study we have catalogued the centers of activity associated with arsenic exposure in yeast, identifying the key neighborhoods of activity in the regulatory and metabolic networks using the visualization tools and algorithms in Cytoscape. The transcriptional profile mapped to the regulatory network, revealing several important nodes (Fhl1, Msn2, Msn4, Yap1, Cad1, Pre1, Hsf1 and Met31) as centers of arsenic-induced activity. From these results we can conclude that arsenic detoxification in yeast focuses around: nucleotide and RNA synthesis; methionine metabolism and sulfur assimilation; protein degradation; and transcriptional regulation by proteins that form a stress-response network. In summary, protein synthesis in response to arsenic allows energy to be diverted toward the genes channeling sulfur into glutathione, which then leads to indirect oxidative stress by depleting glutathione pools and alters protein turnover. These processes require regulation by transcription factors, the understanding of which we refined by analysis of specific knockout strains. Our experiments, in fact, confirmed that the transcription factors Yap1, Arr1 and Rpn4 strongly mediate the cell's adaptation to arsenic-induced stress but that Cad1 has negligible impact. Finally, contrary to the gene-expression analyses, the phenotypic profiling data mapped to the metabolic network. The two significant metabolic networks unveiled were shikimate and serine, threonine and glutamate biosynthesis. Our goal was to integrate the computational identification of these important pathways found via transcript and phenotypic profiling by regulatory and metabolic network mapping. In doing so, we have shown that genes that confer sensitivity to arsenic are in pathways that are upstream of the genes that are transcriptionally controlled by arsenic and share redundant functions.

## Materials and methods

### Strains, media and growth conditions

*S. cerevisiae *strain BY4741 (*MAT***a**, *his3Δ*, *leu2Δ0*, *met15Δ0*, *uraΔ0*) was used and grown in synthetic complete medium at 30°C. Cells were grown to a density of 1 × 10^7 ^cells per ml. Cultures were split into two; NaAsO_2_ (100 μM and 1 mM in two biological repeats) was added to one culture, and both were incubated at 30°C for 0.5, 2 or 4 h. Cells were pelleted and washed in distilled water before RNA extraction. Deletion strains (*yap1Δ*, *cad1Δ*, *arr1Δ *and *rpn4Δ*) of the same background were obtained from Research Genetics, confirmed and treated the same way, for 2 h and 100 μM NaAsO_2_.

### RNA extraction

For the cDNA hybridization experiments, total RNA was isolated using an acid-phenol method. Pellets were resuspended in 4 ml lysis buffer (10 mM Tris-HCL pH 7.5, 10 mM EDTA, 0.5% SDS). Four milliliters of acid (water-saturated, low pH) phenol was added followed by vortexing. The lysing cell solutions were incubated at 65°C for 1 h with occasional vigorous vortexing and then placed on ice for 10 min before centrifuging at 4°C for 10 min. The aqueous layers were re-extracted with phenol (room temperature, no incubation) and extracted once with chloroform. Sodium acetate was then added to 0.3 M with 2 volumes of absolute ethanol, placed at -20°C for 30 min, and then spun. Pellets were washed two or three times with 70% ethanol followed by Qiagen Poly(A)^+ ^RNA purification with the Oligotex oligo (dT) selection step. Total RNA for the specific knockout strains and parent experiment was isolated by enzymatic reaction, following the RNeasy yeast protocol (Qiagen).

### Microarray hybridizations and analyses

A cDNA yeast chip, developed in-house at National Institute of Environmental Health Sciences (NIEHS), was used for gene-expression profiling experiments. A complete listing of the ORFs on this chip is available at [70]. cDNA microarray chips were prepared as previously described [71,72]. The cDNA was spotted as described [73]. Each poly(A) RNA sample (2 μg) was labeled with Cy3- or Cy5-conjugated dUTP (Amersham) by a reverse transcription reaction using the reverse transcriptase SuperScript (Invitrogen), and the primer oligo(dT) (Amersham). The hybridizations and analysis were performed as described Hewitt *et al*. [74] except that genes having normalized ratio intensity values outside of a 95% confidence interval were considered significantly differentially expressed. Lists of differentially expressed genes were deposited into the NIEHS MAPS database [75]. Genes that were differentially expressed in at least three of the four replicate experiments were compiled and subsequently clustered using the Cluster/Treeview software [76]. GeneSpring (Silicon Genetics) and Cytoscape [28] were used to further analyze and visualize the data.

The knockout experiments were conducted on an Agilent yeast oligo array platform. Samples of 10 μg total RNA were labeled using the Agilent fluorescent direct label kit protocol and hybridizations were performed for 16 h in a rotating hybridization oven using the Agilent 60-mer oligo microarray-processing protocol. Slides were washed as indicated and scanned with an Agilent scanner. Data was gathered using the Agilent feature extraction software, using defaults for all parameters, save the ratio terms. To account for the use of the direct label protocol, error terms were changed to: Cy5 multiplicative error = 0.15; Cy3 multiplicative error = 0.25; Cy5 additive error = 20; Cy3 additive error = 20.

GEML files and images were exported from the Agilent feature extraction software and deposited into Rosetta Resolver (version 3.2, build 3.2.2.0.33) (Rosetta Biosoftware). Two arrays for each sample pair, including a fluor reversal, were combined into ratio experiments in Rosetta Resolver. Intensity plots were generated for each ratio experiment and genes were considered 'signature genes' if the *p*-value was less than 0.001. *p*-values were calculated using the Rosetta Resolver error model with Agilent error terms. The signature genes were analyzed with GeneSpring. The entire in-house and Agilent-based dataset is available in the Additional data files.

### Ontology enrichment

Genes have previously been categorized into various ontologies and pathways. If a particular pathway is enriched for genes that are significantly expressed in response to a process, we conclude that the pathway is likely to be involved in this process. In total, 829 genes out of 6,240 had a significant alteration in expression in at least one experimental condition. Along with the size of each functional category, a statistical measure for the significance of the enrichment was calculated by using a hypergeometric test. The level of significance for this test was determined using the Bonferroni correction, where the α value was set at 0.05 and the number of tests conducted for KEGG pathway and Simplified Gene Ontology (biological process) were 27 and 11, respectively.

### Network searches

The ActiveModules algorithm was used to identify neighborhoods in the regulatory network corresponding to significant levels of differential expression. In this search, if a protein has many neighbors, it is likely that at random a few will show significant changes in expression and these could be selected as a significant sub-network. Neighborhood scoring is a method we used to correct for this bias. In this scheme, a significant sub-network must contain either all or none of the neighbors of each protein. The significance then represents an aggregate over all neighbors of a protein. This prevents the biased selection of a few top-scoring proteins out of a large neighborhood in the search for significant sub-networks. For an in-depth description of this algorithm see Ideker *et al*. [1].

In defining the network used in the metabolic analysis, edges corresponding to metabolites linking more than 175 reactions were eliminated. This excludes metabolic cofactors such as ATP, NADH and H_2_O from the search. Scores for each ORF were generated by mapping the fitness significance value to a Z-score. To assign scores to the individual reactions, Förster's mapping from ORF to reaction was used to generate a list of ORFs for each reaction. The Z-scores of these ORFs were then aggregated into a single score for that reaction using the following equation:

We used a dynamic programming algorithm adapted from Kelley *et al*. [77] to identify high-scoring paths in this network. Briefly, the highest-scoring path of length (*n*) ending at each node is determined by combining the scores of the individual node and the highest-scoring path of length (*n *- 1) ending at a neighbor node using the following formula:

Since a node with many neighbors is more likely to belong to a high-scoring path by random chance, the score of the neighboring path is corrected against the extreme-value statistic with the number of observations equal to the number of neighbors.

The significances of the top-scoring networks were determined by comparison to a distribution of the top-scoring networks from random data (reaction scores randomized with respect to the nodes of the network). After running the path finding/scoring algorithm, the score of the single highest-scoring path was added to the null distribution. This process was repeated for 10,000 interactions. This null distribution was then used to determine an empirical *p*-value, which represents the null hypothesis that there is no significant correlation between the topology of the metabolic network and the assignment of significance values to nodes in that network.

### Specific deletion experiment filter on fold-change comparisons

The intensity plots were generated from each experiment in Rosetta Resolver. A gene was considered a signature gene if the *p*-value was less than 0.001 and if the fold-change value was greater than or equal to twofold. Signature genes were then broadcasted on the intensity plot and exported as text files. Lists were imported into GeneSpring. The 'Filter on Fold Change' function was used to compare the parent control vs. parent AsIII experiment with each deletion (AsIII) experiment. The gene list selected for each filter on fold change analysis was a combination of the parent signature gene list and the signature gene list of the AsIII-treated deletion being analyzed at the time. For example, if the comparison was being done between parent (AsIII-treated) and Yap1 (AsIII-treated), the list used in the analysis was the combination of the parent signature genes and the Yap1 signature genes. The filter on fold change function reports genes that were selected from the one condition (parent) that had normalized data values that were greater or less than those in the other condition (deletion under investigation) by a factor of twofold. Each resulting gene list was saved. All the resulting gene lists were combined and an annotated gene list was exported for use in Eisen's Cluster/Treeview package (described earlier). The format of the exported data was the natural log. The gene tree generated for the paper was generated in GeneSpring. Each filter on fold change was saved as an annotated gene list.

### Generation of specific deletion experiment 'minus' lists

Signature gene lists were generated in Rosetta Resolver from intensity plots as described above. Each signature gene list was saved as a 'Bioset' in Resolver. The parent Bioset was compared to each deletion Bioset using the 'Minus' function. This function finds those members in Bioset group 1 (parent) that do not exist in Bioset group 2 (deletion). Each of the resulting lists was saved as a new Bioset. The new 'minus' Bioset was broadcasted on its corresponding intensity plot and exported as a text file. This was repeated for each experiment with fine-tuning of the data using GeneSpring.

### Phenotypic profiling

Homozygous diploid deletion strains and pooling of the strains were done as described [66]. Aliquots were grown until logarithmic phase, diluted to OD_600 _0.05-0.1, split into tubes and treated with arsenic for 1-2 h at 1 mM, 2 mM and 5 mM concentrations. Similar responses were observed at each concentration, so the results were pooled. These cultures and a mock-treated sample were maintained in logarithmic phase growth by periodic dilution for 16-18 h. UPTAG and DOWNTAG sequences were separately amplified from genomic DNA of the drug and mock-treated samples by PCR using biotin-labeled primers as described previously [66]. The amplification products were combined and hybridized to Tags3 arrays (Affymetrix). Procedures for PCR amplification, hybridization and scanning were done as described [66], and according to the manufacturer's recommendation when applicable. The images were quantified by using the Affymetrix Microarray Suite software. UPTAG and DOWNTAG values were separately normalized, ratioed (treated sample signal/control) and filtered for intensities above background [78].

## Additional data files

The following additional data files are available with the online version of this article and at [79]. Additional data file 1 shows the dose-response curve of *S. cerevisiae *strain BY4741 (*MAT***a**, *his3Δ*, *leu2Δ0*, *met15Δ0*, *uraΔ0*) grown in synthetic complete medium at 30°C after treatment with arsenic. Treatment with 1 mM, 2 mM and 5 mM AsIII resulted in a negligible effect on growth (after 18 h) and survival (1 h treatment followed by plating and colony formation counting), but still exhibited a pronounced transcriptional response (see Additional data file 2). Additional data file 2 contains a figure showing all genes found to be significant by MAPS analysis (see Materials and methods) which were compiled across the four arrays, averaged and subsequently clustered with Cluster/Treeview software (Eisen *et al. *[76]). The dendogram highlighted in pink depicts the zoomed in region shown to the right of the entire tree. Genes in red are induced and genes in green are repressed. A table depicts the numbers of genes changing in each experiment at both the 95% and 99% confidence intervals (see Materials and methods). Additional data file 3 contains the primary raw cDNA data from all the experiments. Additional data file 4 contains the primary raw data for all the deletion strain experiments. Additional data file 5 contains the sensitivity (phenotypic profiling) data ranked on the basis of four experiments, 1 mM (2x), 2 mM and 5 mM AsIII, and assigned a new uniform distribution of *p*-values. Every gene in this table has a percentile rank. In the case that there was slow growth in the wild type, then a default value of 0.5 was assigned. The rankings on this table were used for the metabolic networking. Additional data files 6 and 7 contain data produced by applying the 'Filter on Fold Change' function in GeneSpring after importing the significant gene lists generated using Rosetta Resolver with a *p*-value less than 0.001 (see Materials and methods for more detail). The control parent vs. parent experiment (100 μM AsIII for 2 h) was compared with the *yap1Δ *(Additional data file 6) and *cad1Δ *(Additional data file 7) profiling experiments treated in parallel (for details see Materials and methods). Additional data files 8 and 9 contain tables of genes ('Minus' lists) that failed to be induced or repressed (or showed such a decrease in expression that they no longer make significantly expressed gene lists), compared to the parent experiment, in the *yap1Δ *(Additional data file 8) and *cad1Δ *(Additional data file 9) experiments after treatment with 100 μM AsIII for 2 h. Additional data file 10 contains a figure showing that Yap1 is likely to regulate Arr2 and Arr3 after 2 h 100 μM AsIII but that it does not regulate Rpn4 under arsenic-induced stress. The self-organized heat map labeling and conditions in this figure are the same as for Figure 2. (a) The Yap1 knockout strain fails completely to induce Arr2 (0.834 average fold-change) whereas the Arr1 knock-out induces Arr2 (2.90 average fold-change). (b) The Arr1 knockout induction is more elevated compared to the Yap1 knock-out (1.8 and 1.1 average fold-change, respectively). (c) Yap1 is induced 2.7 fold in the Rpn4 knock-out. (d) The wild type parent strain shows an averaged induction of 4.7 fold. (e) Rpn4 is induced 3.7 fold in the Yap1 knock-out compared to 4.1 fold induction in the wild type parent strain. In the presence of arsenic, Yap1 does not appear to regulate Rpn4. Additional data file 11, as explained for Additional data files 6 and 7, compares the control parent vs. parent experiment (100 μM AsIII for 2 h) to the *rpn4Δ *profiling experiment treated in parallel. Additional data 12 contains a table of genes ('Minus' list) that fail to be induced or repressed, compared to the parent experiment, in the *rpn4Δ *experiment after treatment with 100 μM AsIII for 2 h. Additional data file 13, as explained for Additional data files 6 and 7, is from comparing the control parent vs. parent experiment (100 μM AsIII for 2 h) to the *arr1Δ *profiling experiment treated in parallel. Additional data file 14 contains a table of genes ('Minus' list) that fail to be induced or repressed, compared to the parent experiment, in the *arr1Δ *experiment after treatment with 100 μM AsIII for 2 h. Additional data file 15 contains the self-organized clustering of specific deletion and parent strain experiments (*yap1Δ *vs. *yap1Δ *2 h 100 μM AsIII, *cad1Δ *vs. *cad1Δ *2 h 100 μM AsIII, *rpn4Δ *vs. *rpn4Δ *2 h 100 μM AsIII, *arr1Δ *vs. *arr1Δ *2 h 100 μM AsIII, parent vs. parent with 2 h 100 μM AsIII, as well as the parent strain vs. each deletion strain without arsenic). 

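Without AsIII, rpn4Δ and arr1Δ had the most genes that differed from the parent with both dyes averaged, an order that turned with Cy5 alone, where limma called 2053 genes in yap1Δ, 1428 in rpn4Δ and 1861 in arr1Δ. At limma's adjusted p under 0.05, 610 genes were higher and 616 lower in rpn4Δ, 663 higher and 645 lower in arr1Δ, 145 higher and 72 lower in yap1Δ, and 96 higher and 54 lower in cad1Δ (1 pair of arrays each). Which direction led turned in each strain under an alternative, with Cy5 alone to 910 higher and 951 lower in arr1Δ, 946 and 1107 in yap1Δ and 138 and 150 in cad1Δ, and with Cy3 alone to 405 and 311 in rpn4Δ. Of 135 cytosolic ribosomal protein genes, 132 were higher and 0 lower in rpn4Δ (median log2 ratio 1.27), 133 and 0 in arr1Δ (median 1.11), and 55 and 0 in yap1Δ (107 up adjusted over the list alone, median 0.49), and in cad1Δ 1 was higher and 0 lower, with a median of 0.09. Of 27 general stress genes controlled by Msn2 and Msn4, 11 were higher and 0 lower in cad1Δ (14 up adjusted over the list alone), led by the transaldolase NQM1 (1.07, SE 0.17), and 13 higher and 1 lower in rpn4Δ, led by RTN2 (1.90). Of 30 sulfate assimilation and methionine genes, 15 were lower and 1 higher in rpn4Δ, and 5 lower and 0 higher in cad1Δ (camera adjusted p = 3.3e-05 and 1.0e-08, and adjusted p = 0.755 and 0.946 with an estimated correlation). Camera's adjusted p for the ribosomal protein genes was 6.3e-119 in rpn4Δ and 1.1e-102 in arr1Δ, and adjusted p = 0.755 and 0.993 with an estimated correlation. The first 2 values take the 135 genes as nearly independent and rest on 1 pair of arrays per strain, so their size overstates the evidence. The 2 arrays of exchanged dye correlated across genes at r = 0.566 in rpn4Δ, 0.404 in arr1Δ, -0.137 in cad1Δ and -0.479 in yap1Δ, so that values of single genes in cad1Δ and yap1Δ rest on the mean of arrays that oppose each other. Of the paper's lists of genes with a difference, 225 of 227 tested genes in rpn4Δ, 137 of 143 in arr1Δ, 20 of 22 in yap1Δ and 16 of 17 in cad1Δ were at least 2-fold changed here.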

Additional data files 16, 17, 18 and 19 contain the gene lists of differential expression in knockout strains *yap1Δ*, *cad1Δ*, *rpn4Δ *and *arr1Δ*, respectively, compared to the parent without arsenic treatment. Additional data file 20 contains every gene mentioned in this paper and the corresponding gene product descriptions. The primary microarray data will be submitted to the Gene Expression Omnibus (GEO) database at [80].

## Supplementary Material

Additional data file 1 The dose-response curve of *S. cerevisiae *strain, BY4741 Click here for additional data file

Additional data file 2 A self-organized tree of arsenite treated yeast experiments and a table depicting the numbers of significant genes Click here for additional data file

Additional data file 3 The primary raw cDNA data from all the experiments Click here for additional data file

Additional data file 4 The primary raw data for all the deletion experiments Click here for additional data file

Additional data file 5 The ranked arsenite sensitivity (phenotypic profiling) data Click here for additional data file

Additional data file 6 Genes two-fold or more differentially expressed after arsenite in the Yap1 deletion strain compared to the parent Click here for additional data file

Additional data file 7 Genes two-fold or more differentially expressed after arsenite in the Cad1 deletion strain compared to the parent Click here for additional data file

Additional data file 8 Genes failing to be induced or repressed by arsenite in the Yap1 deleted strain Click here for additional data file

Additional data file 9 Genes failing to be induced or repressed by arsenite in the Cad1 deleted strain Click here for additional data file

Additional data file 10 Under arsenite-treated conditions, Yap1 might regulate Arr2 and Arr3, and does not regulate Rpn4 Click here for additional data file

Additional data file 11 Genes two-fold or more differentially expressed after arsenite in the Rpn4 deletion strain compared to the parent Click here for additional data file

Additional data file 12 Genes failing to be induced or repressed by arsenite in the Rpn4 deleted strain Click here for additional data file

Additional data file 13 Genes two-fold or more differentially expressed after arsenite in the Arr1 deletion strain compared to the parent Click here for additional data file

Additional data file 14 Genes failing to be induced or repressed by arsenite in the Arr1 deleted strain Click here for additional data file

Additional data file 15 Self-organized clustering of deletion strains with AsIII treatment and parent strain vs. deletion strains without arsenic Click here for additional data file

Additional data file 16 Gene list of two-fold differential expression in *yap1Δ* vs. parent without arsenic treatment Click here for additional data file

Additional data file 17 Gene list of two-fold differential expression in *cad1Δ* vs. parent without arsenic treatment Click here for additional data file

Additional data file 18 Gene list of two-fold differential expression in *rpn4Δ* vs. parent without arsenic treatment Click here for additional data file

Additional data file 19 Gene list of two-fold differential expression in *arr1Δ* vs. parent without arsenic treatment Click here for additional data file

Additional data file 20 A file of all the genes mentioned in the paper Click here for additional data file

## Figures and Tables

**Figure 1:**
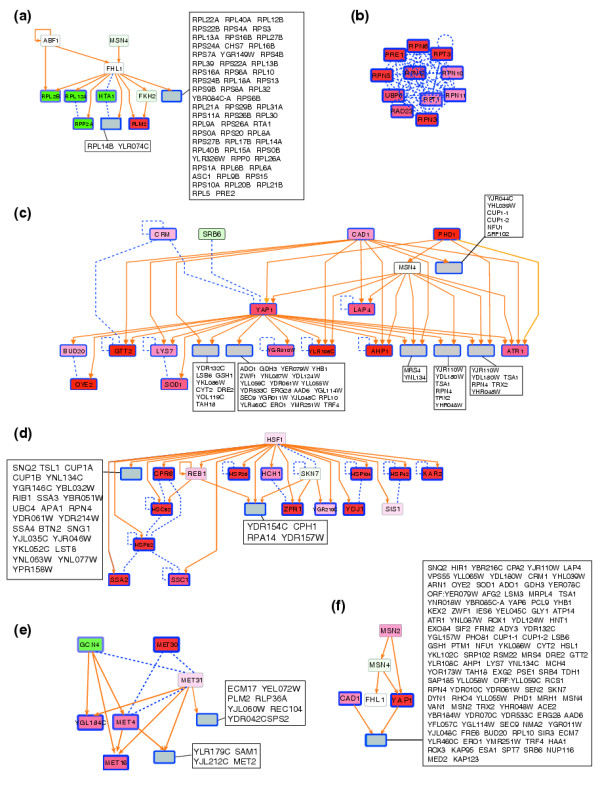
Arsenic-induced signaling and regulatory mechanisms involve transcriptional activators and the proteasome. **(a-d) **Significant network neighborhoods (*p *< 0.005) uncovered by the ActiveModules algorithm, with the search performed at depth 1 (all nodes in the network are the nearest neighbors of one central node): (a) *FHL1 *center; (b) *PRE1 *center and proteasome complex; (c) *YAP1 *and *CAD1 *centers; (d) *HSF1 *center. **(e) **An additional network centered on *MET31 *with functional relevance to the arsenic response, which, however, did not reach significance in this analysis, *p *< 0.11. **(f) **An overview of the network relationships between major arsenic-responsive transcription factors. Shades of red, induced; shades of green, repressed; blue boxed outline, significant expression; orange arrows, protein-DNA interaction; blue dashed lines, protein-protein interactions. The 2 h, 100 μM AsIII condition was used for the visual mappings. Many of the genes mapped to the network neighborhoods and displayed in this figure are boxed for the sake of clarity and space, but are mostly significantly differentially expressed.

**Figure 2:**
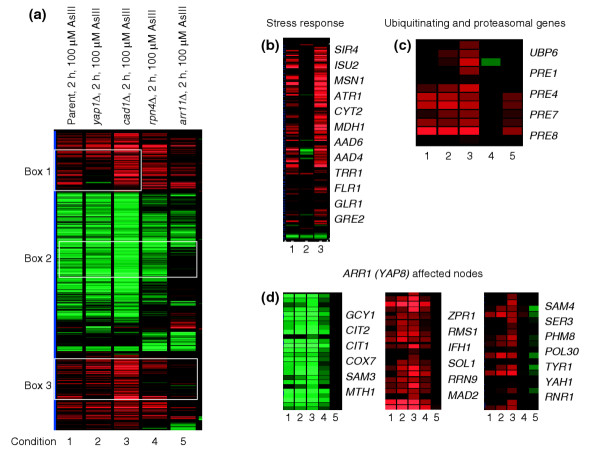
Yap1 but not Cad1 is important for mediating the cell's adaptation to arsenic. **(a) **Self-organized heat map (dendograms were removed and boxes 1-3 indicate specific clusters) of 6,172 genes selected from the various indicated conditions. AsIII-treated parent wild type strain with normalized data values that are greater or less than those in condition(s) knocked-out Yap1, Cad1, Rpn4, or Arr1 treated with AsIII, by a factor of twofold. All knockouts tested revealed altered profiles compared to the wild type, except for *cad1Δ*. **(b) ***yap1Δ *(condition 2) loses induced expression of stress response genes found in box 1, such as *SIR4*, *ISU2*, *MSN1*, *ATR1*, *CYT2*, *MDH1*, *AAD6*, *AAD4*, *TRR1*, *FLR1*, *GLR1 *and *GRE2*. **(c) ***rpn4Δ *(condition 4) loses induced expression of ubiquitinating and proteasomal genes found in box 3 - *UBP6*, *PRE8*, *PRE4*, *PRE7 *and *PRE1*. **(d) ***arr1Δ *(condition 5) loses repressed expression of sulfur amino-acid metabolism gene *SAM3 *and glutamate biosynthesis gene *CIT2*, among others (box 2). *arr1Δ *also loses induced expression of serine biosynthesis gene *SER3*, sulfur amino-acid metabolism gene *SAM4*, cell-cycle regulator *ZPR1*, spindle-checkpoint subunit *MAD2*, ribonucleotide reductase *RNR1*and RNA polymerase I transcription factor *RRN9*, to name a few (box 3). Red, induced; green, repressed. For a comprehensive list of genes affected in all knockout experiments, see the Additional data files with the online version of this paper.

**Figure 3:**
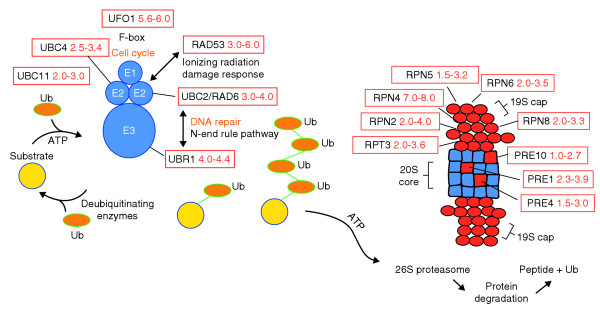
The ubiquitin (Ub) and proteasome system responds to arsenic-mediated toxicity. *S. cerevisiae *ubiquitin and proteasome pathways show differential expression in a number of key genes, including that for the proteasomal activator *RPN4*. Induction is denoted by red boxes with fold-change ranges representing the 2 h, 100 μM AsIII and 0.5 h, 1 mM AsIII experiments, respectively.

**Figure 4:**
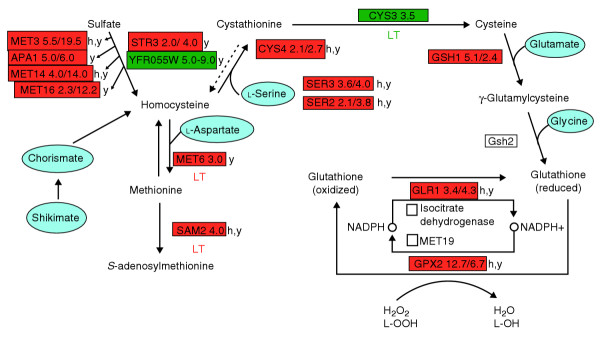
Gene-expression profiling links sulfur assimilation, methionine and glutathione pathways. Selected genes in these pathways are represented as red for induced (2 h, 100 μM AsIII and 0.5 h, 1 mM AsIII, respectively) and green for repressed. Genes in white boxes are not differentially expressed. The pathways in the blue ovals are upstream of methionine, cysteine and glutathione, and are sensitive to arsenic. The downstream pathways employ numerous redundant enzymes that are differentially expressed, but are not sensitive. LT, late time-point, 4 h, 100 μM AsIII experiment; h, human; y, yeast.

**Figure 5:**
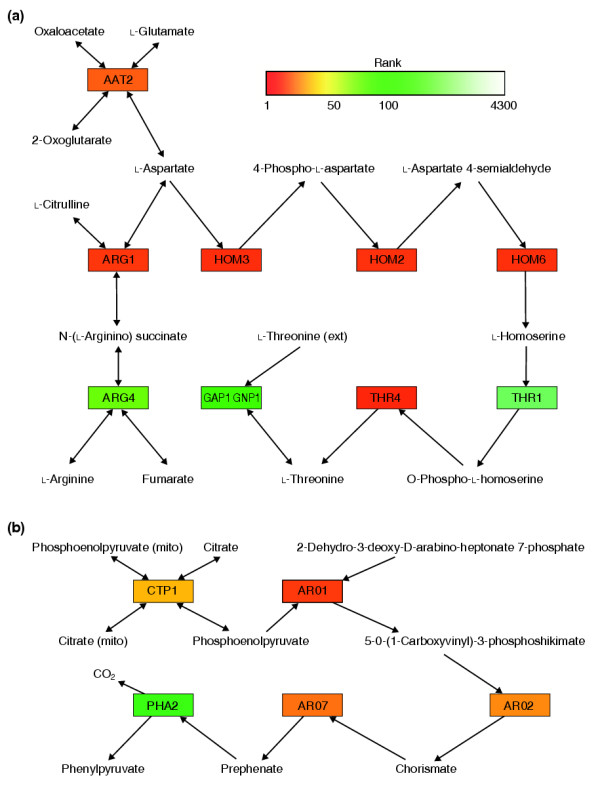
LinearActivePaths analysis finds that virtually all genes in active metabolic networks confer sensitivity to arsenic when deleted. **(a) **Serine, threonine, glutamate amino-acid synthetic pathways; **(b) **the shikimate pathway. The paths that compose these networks all have individual *p*-values of < 0.05. The coloration for these figures is based on red for any gene ranked in the top 50 significant genes, yellow for 51-100, and green for >101.

**Figure 6:**
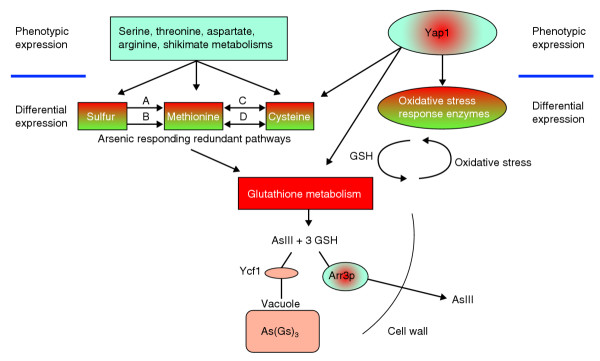
Global model of the arsenic response: combining phenotypic data with gene-expression profiles reveals synergistic pathways leading to yeast detoxification mechanisms. Serine, threonine, aspartate and arginine, as well as shikimate metabolisms, in light blue, represent pathways that are judged as sensitive by phenotypic profiling. Yap1, colored light blue and red, is an example of a transcription factor that is both sensitive and confers induced gene expression. Deletion analysis confirms its role in arsenic-mediated control of the stress response. Red and green represent pathways or genes that are differentially expressed but not sensitive by phenotypic profiling. This schematic diagram demonstrates how the deletion of an individual gene leads to a change in sensitivity if the protein product of that gene is important in a biological process for adaptation to arsenic. On the other hand, expression profiling shows the end product of the cell's response to arsenic. Many of these downstream targets share redundant functions and are not vulnerable in the phenotypic profiling. The expression changes lead to the cell's response to indirect oxidative stress and mechanisms for detoxification. The arrows A, B, C and D represent the multiple branchpoints between redundant pathways. Note that the transport protein, Arr3, which extrudes AsIII out of the cell, is both sensitive and highly differentially expressed.

**Table 1:** Pathways enriched for genes significantly expressed in response to arsenic

Category	Differentially expressed genes	Pathway size	*p*-value	Significant
**KEGG pathway**				
Cell cycle reference pathway	8	87	0.9072	False
Galcatose metabolism	5	15	0.0391	False
**Glutathione metabolism**	**6**	**11**	**0.0014**	**True**
MAPK signaling pathway	7	55	0.609	False
**Methionine metabolism**	**8**	**11**	**1.07E-05**	**True**
Proteasome	9	30	0.0127	False
Purine metabolism	14	139	0.8991	False
Pyrmidine metabolism	8	80	0.8515	False
**Sulfur metabolism**	**7**	**7**	**7.15E-07**	**True**
Serine, threonine and glycine metabolism	8	25	0.0125	False
Citrate cycle	4	22	0.3345	False
Starch and sucrose	9	31	0.0159	False
Pyruvate	4	25	0.4292	False
Reductive carboxylate	5	16	0.0508	False
Second messenger signaling	3	19	0.472	False
Valine, leucine, isoleucine	2	13	0.5313	False
Circadian rhythm	2	19	0.7398	False
Porphyrin and chlorophyll metabolism	7	74	0.8782	False
**Selenoamino-acid metabolism**	**10**	**12**	**8.36E-08**	**True**
Ubiquitin-mediated proteolysis	2	29	0.9133	False
Cysteine metabolism	2	4	0.088	False
Fructose and mannose	6	15	0.0093	False
Carbon fixation	3	15	0.3207	False
Alanine and aspartate	2	24	0.8477	False
Glutamate	3	19	0.472	False
Methane	2	4	0.088	False
				
**Gene Ontology (biological process)**				
Biological process	72	436	0.0244	False
**Cell communication**	**72**	**270**	**<1.00E-008**	**True**
Cell growth and maintenance	47	268	0.0231	False
Cell surface linked signal transduction	14	91	0.3197	False
Developmental processes	5	32	0.4233	False
**Heat-shock response**	**14**	**22**	**5.40E-08**	**True**
Intracellular signaling	9	47	0.1635	False
Serine threonine kinase signaling	5	38	0.5815	False
Signal transduction	26	172	0.2656	False
ATPase	3	78	0.9988	False
Cyclin	4	29	0.5499	False

Transcript profiling reveals that arsenic affects glutathione, methionine, sulfur, selenoamino-acid metabolism, cell communication and heat-shock response. Genes were categorized by KEGG pathway and Simplified Gene Ontology. In total, 829 genes out of 6,240 had a significant alteration in expression in at least one experimental condition. Along with the size of each functional category, a statistical measure for the significance of the enrichment was calculated by using a hypergeometric test. The level of significance for this test (True-shown in bold, False) was determined using the Bonferroni correction, where the α value is set at 0.05 and 27 and 11 tests were done for KEGG pathway and Simplified Gene Ontology, respectively.

**Table 2:** Genes affiliated to sulfur metabolism

Gene	Open reading frame	AsIII	Cd^2+^	H_2_O_2_	Enzyme
			
		Fold change			
Sulfate assimilation					
*MET3*	YJR010W	5.0-20.0	10.8	*-1.0-3.0*	ATP sulfurylase
*MET14*	YKL001C	2.0-14.0	9.6	*-2.0-3.0*	APS kinase
*MET16*	YPR167C	2.0-12.0	9.1	NC	PAPS reductase
*MET22 (*0.5 h, 1 mM AsIII)	YOL064C	3.3	2.5	NC	Diphosphonucleoside phosphohydrolase
*MET10*	YFR030W	3.0-5.0	5.2	NC	Sulfite reductase alpha
*MET5/ECM17*	YJR137C	2.0-5.0	4.5	*-2.0-4.0*	Sulfite reductase beta
*MET1/20*	YKR069W	NC	6	NC	Uroporphyrinogen III methylase
*MET8*	YBR213W	NC	7	*-2.0-4.0*	Siroheme synthase
					
Sulfide incorporation and transulfuration pathways					
*MET2*	YNL277W	4.0-3.0	4.6	NC	Homoserine transacetylase
*MET25/17*	YLR303W	NC	4.8	NC	O-Acetylhomoserine sulfhydrylase
*STR4/CYS4*	YGR155W	2.0-2.7	2.5	*-2.0-3.0*	Cystathionine B-synthase
*STR1/CYS3 *(4 h, 100 μM AsIII)	YAL012W	*-3.5*	13.4	NC	Cystathionine-lyase
*STR3*	YGL184C	2.2-3.9	13.5	2.0-4.0	Cystathionine G-synthase
*YFR055W*	YFR055W	*-9.0-5.0*	*-1.1*	NC	Cystathionine-lyase
					
Methionine and AdoMet biosynthesis					
*MET6*	YER091C	1.0-3.5	NC	*-2.0-5.0*	N5-Methyltetrahydrofolate homocysteine transferase
*MET7*	YOR241W	NC	*-1.6*	NC	Tetrahydrofolyl polyglutamate synthase
*MET13*	YGL125W	NC	NC	*-1.0-3.0*	Methylene tetrahydrofolate reductase
*SAM1 *(4 h, 100 μM AsIII)	YLR180W	2.5	NC	*-2.0-9.0*	AdoMet synthetase
*SAM2 *(4 h, 100 μM AsIII)	YDR502C	3.8	NC	*-2.0-4.0*	AdoMet synthetase
*MHT1*	YLL062C	5.0-2.8	10.6	NC	S-methylmethionine: homocysteine S-methyltransferase
					
Sulfur compound uptake					
*SUL1*	YBR294W	5.4-2.4	20	NC	Sulfate transporter
*SUL2*	YLR092W	2.5-2.8	3	NC	Sulfate transporter
*MUP1 *(2 h and 4 h, 100 μM AsIII)	YGR055W	5.0-14.0	2	*-1.0-4.0*	Methionine permease, high affinity
*MUP3*	YHL036W	8.0-7.0	7		Methionine permease, low affinity
					
Regulatory genes					
*MET4 *(2 h, 100 μM AsIII)	YNL103W	2	1.5	NC	bZIP
*MET28*	YIR017C	NC	5	NC	bZIP
*CBF1*	YJR060W	NC	*-2*	NC	bHLH
*MET30*	YIL046W	5.0-1.6	7	NC	WD40 repeats F box
*MET31*	YPL039W	NC	1	*-1.0-7.0*	Zinc finger
*MET32*	YDR253C	6.0-3.6	14	*-1.0-4.0*	Zinc finger

Arsenic treatment stimulates a sulfur response in yeast. Gene expression data comparisons between arsenic, cadmium, and H_2_O_2_-treated *Saccharomyces cerevisiae *reveal arsenic and cadmium mediated sulfur responses, but none with hydrogen peroxide. AsIII column, 2 h, 100 μM and 0.5 h, 1 mM (combined biological replicates), unless noted; cadmium column, 1 h, 1 mM [63]; H_2_O_2 _column, 10, 20, 40, 60, 120 min, 400 μM [62]. Numbers in ordinary typeface denote induction; (-) and italicized numbers denote repression; NC, no change.

# Supplementary material for: Integrating phenotypic and expression profiles to map arsenic-response networks
**Source:** Genome Biol. 2004 Nov 29;5(12):R95. doi: 10.1186/gb-2004-5-12-r95
**Supplement:** Additional data file 2 — A self-organized tree of arsenite treated yeast experiments and a table depicting the numbers of significant genes

A

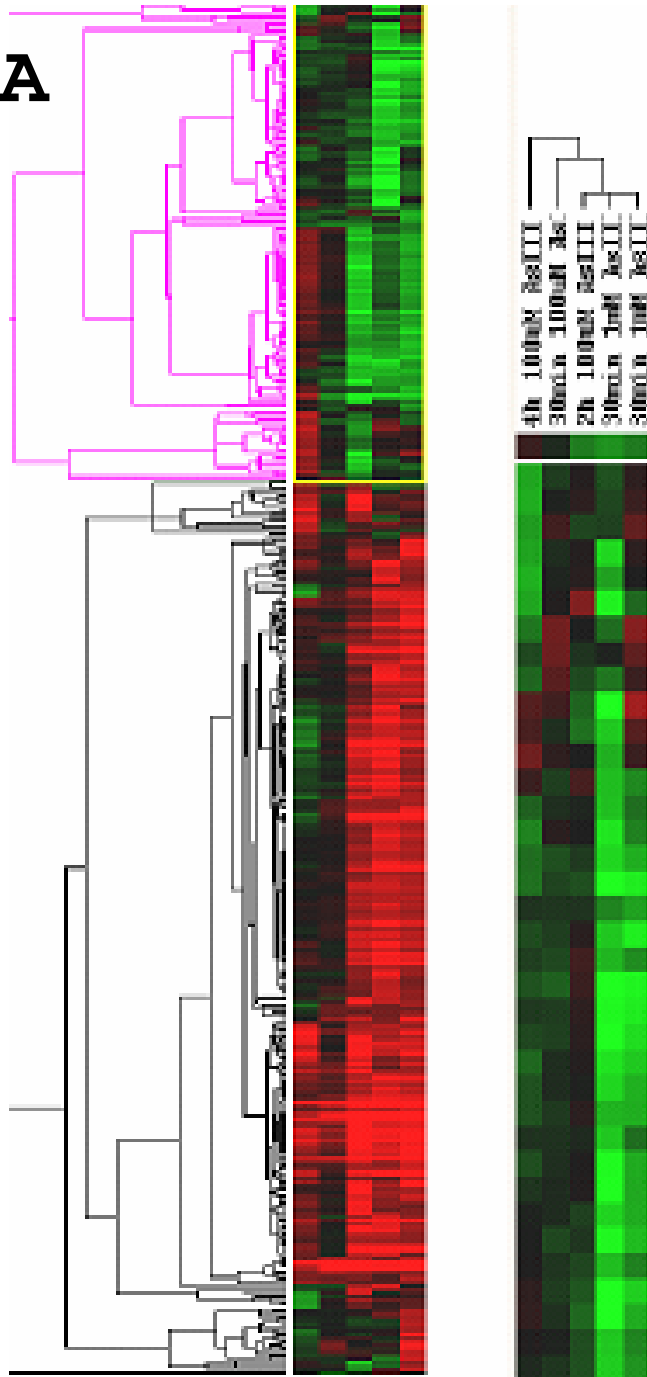

Additional data file 2. Self-organized tree of arsenite treated yeast experiments and table depicting the numbers of significant genes.

B

Differentially Expressed Genes: 3 out of 4 hybridizations

Experiments	95% Confidence Interval			99% Confidence Interval		
	UP	DOWN	Total	UP	DOWN	Total
30 min. 1mM AsIII replicate A	289	209	498 (8.3%)	150	58	208(3.3%)
30 min. 1mM AsIII replicate B	386	232	618 (10.3%)	211	66	277 (4.5%)
30 min. 100uM AsIII	68	44	112 (1.9%)	48	17	65 (1.04%)
2 hours 100uM AsIII	262	170	432 (7.2%)	84	33	117 (1.9%)
4 hours 100uM AsIII	190	75	265 (4.4%)	81	13	94 (1.5%)

# Supplementary material for: Integrating phenotypic and expression profiles to map arsenic-response networks
**Source:** Genome Biol. 2004 Nov 29;5(12):R95. doi: 10.1186/gb-2004-5-12-r95
**Supplement:** Additional data file 10 — Under arsenite-treated conditions, Yap1 might regulate Arr2 and Arr3, and does not regulate Rpn4

A.

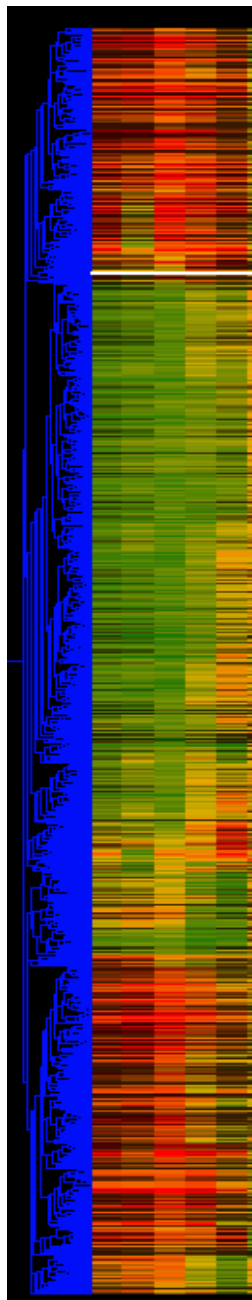

B.

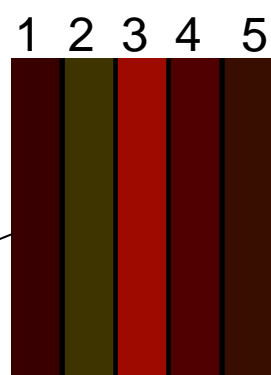*ARR2*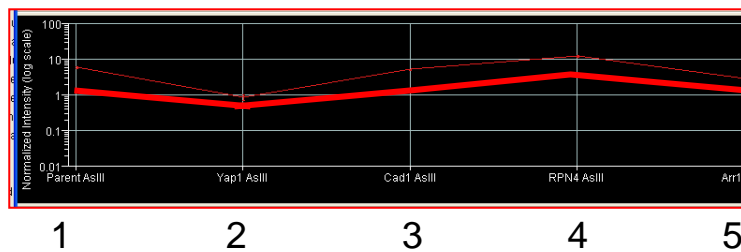

C.

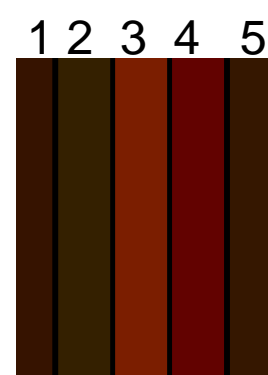*ARR3*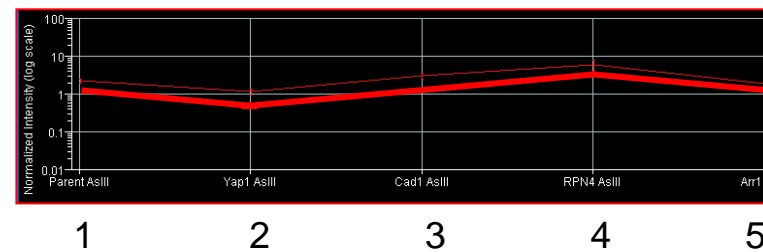

D.

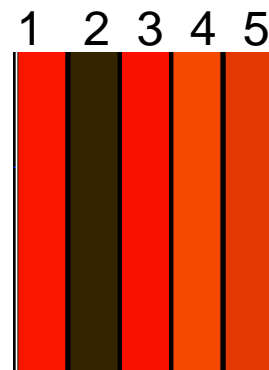*YAP1*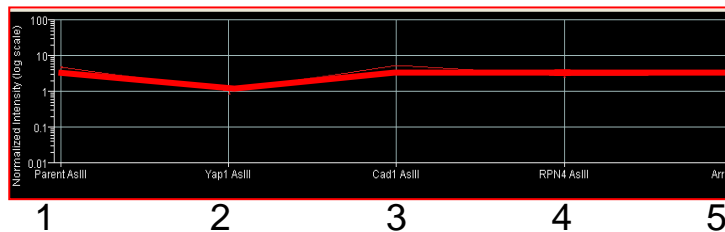

E.

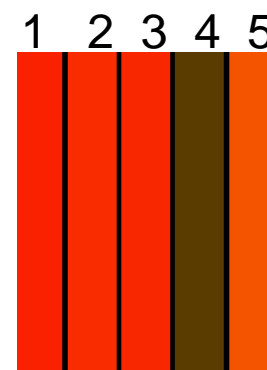*RPN4*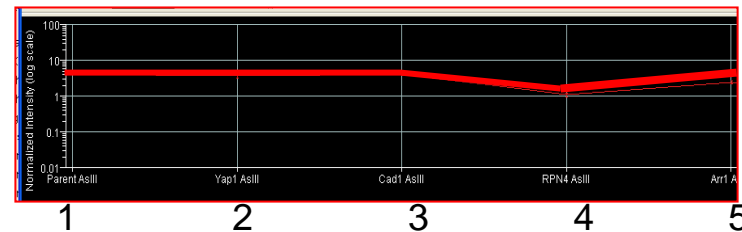

Additional data file 10. Under arsenite-treated conditions, Yap1 might regulate Arr2 and Arr3, and does not regulate Rpn4.

# Supplementary material for: Integrating phenotypic and expression profiles to map arsenic-response networks
**Source:** Genome Biol. 2004 Nov 29;5(12):R95. doi: 10.1186/gb-2004-5-12-r95

Additional data file 15. Self-organized clustering of deletion strains with AsIII treatment and parent strain vs. deletion strains without arsenic.

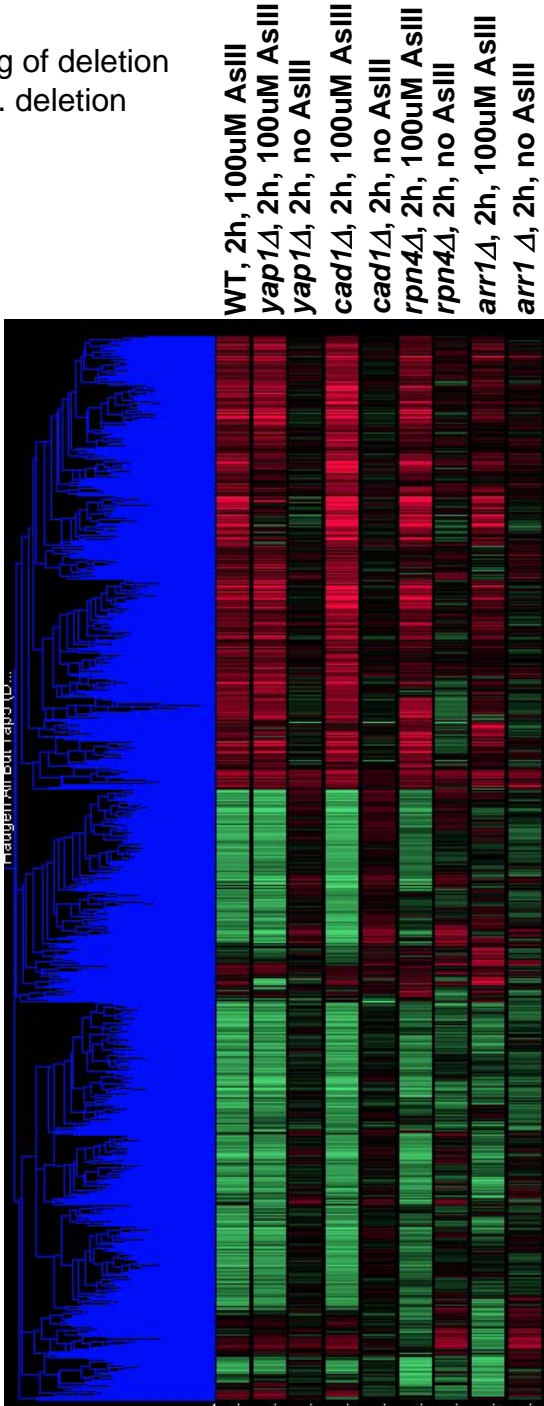

**Supplement:** Additional data file 15 — Self-organized clustering of deletion strains with AsIII treatment and parent strain vs. deletion strains without arsenic

How the deposited data were processed for this re-analysis (not part of the article)

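Both sets of arrays compare 2 RNA samples labelled with different dyes, and the files used here hold 1 ratio per probe and array. Intensities were not used here. For the cDNA arrays the authors deposited log2 ratios, already turned so that a positive value means more RNA in treated cells. For the Agilent arrays the authors deposited log10 ratios from Feature Extraction and Rosetta Resolver, already turned to treated over untreated or deletion over parent, and these were multiplied into log2 ratios. The Agilent values are limited to a 100-fold change, which 451 values reach at the lower and 1100 at the upper end. No value was missing, and all columns of values were used. The cDNA ratios were used as deposited, since the paper's text does not name their normalization.

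Probes were matched to genes by the systematic name in the files, and values of several probes of 1 gene were averaged. Probes without a gene name were left out, 1143 of 6720 on the cDNA arrays and 1605 of 10807 on the Agilent arrays. Arrays of the same culture pair, or of the same pair of exchanged dyes, were averaged before testing, which gave 5 replicates on cDNA arrays in 4 conditions and 10 on Agilent arrays in 9 conditions. limma 3.58.1 in R 4.3.3 fitted all conditions of a platform with lmFit and eBayes, with Benjamini-Hochberg adjustment and a threshold of 0.05, two-sided. Each fit had 1 residual degree of freedom. The prior had 4.28 degrees of freedom and a SD of 0.311 on the cDNA arrays, and an infinite number with a SD of 0.172 on the Agilent arrays. The combined response was fitted to 3 culture pairs, with 2 residual degrees of freedom. Differences between conditions or strains were tested as contrasts in the same fits. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 did the remaining steps. The number of arrays limits the precision of all of these values.

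Gene lists were tested with camera in limma at a preset correlation of 0.01, over 27 lists in each comparison. Of these, 293 combinations of list and comparison passed at an adjusted p under 0.05, and 0 passed with an estimated correlation. That version has only the fit's 1 residual degree of freedom, or 2 in the combined response, with which hardly any list can pass. Its adjusted p is given beside the other and does not decide for or against a list. The preset correlation takes members of a list as nearly independent, so where they move together its p-values are too small. Of 698 entries in the lists 695 matched a gene, and AAD16, CRT1 and the entry ARG5,6 did not. Counts over a list are given at the adjustment over all genes and adjusted over the list alone. The lists drawn from Figures 2 and 3, the network centres and the essential genes were chosen by the study on these samples and are not independent evidence. The sensitive strains were chosen by the study for the growth of deletion strains with arsenic, on other samples.

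The lists, the alternatives and the rule for named genes were set before the data were examined. Named genes are the 120 that the paper names and the lists, the 10 with the largest increase and the 10 with the largest decrease in each comparison among those past the threshold with the same sign on every array, and the 2 to 4 members of each list with the largest change. Where fewer than 5 genes passed, the 10 largest by size are taken and said not to pass. The alternatives were median centring, each array as a replicate, the same with the array number as a replicate block, either dye orientation alone, robust eBayes, an unadjusted p under 0.001 with a 2-fold change, a weaker rule on missing values, medians of probes, calling genes outside the 95% range of a normal distribution with the array's mean and SD on at least 3 of 4 arrays (6 of 8 at 1 mM, 9 of 12 combined), leaving out a replicate, splitting the parent arrays between strains, and an estimated correlation. The full rankings of deletion strains and of network nodes were not used here.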

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

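The tests of genes that follow targets of Hsf1 or Yap1 were chosen only after the result was seen, and those of neighbours at 1 mM and in yap1Δ were run beside the planned ones.

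The response to AsIII differed from that of the parent, by a test of the difference itself in limma, for 714 genes in yap1Δ, 237 in cad1Δ, 2186 in rpn4Δ and 3027 in arr1Δ. These counts rest on the spread between 2 pairs of parent arrays. In all 4 untreated deletion strains, 16 genes were higher and 5 lower than in the parent, against 0.0321 and 0.00881 by chance if the strains were independent, which they are not, since all share the parent's RNA as reference. The paper does not report these genes as a set. They were chosen after their values were seen: RTN2, CPP3, PST1, RCK1, NQM1, FMP48, SPG1, OM45, PIR3, PHO84, MSC1, HXT2, YNL194C, YNL195C, YER053C-A and YER121W were higher, and ARO10, SPS1, CSS1, FUS2 and HPF1 lower. In 5 conditions with 4 or 8 arrays, which repeat culture pairs or dye pairs, no array lay far from the others by Dixon's criterion in any of 25 comparisons, 5 measures in each condition, where chance marks about 1 in 20.

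Genes that follow induced Hsf1 or Yap1 targets on the same strand had raised ratios. For 12 genes downstream of induced Hsf1 or Yap1 targets against 14 upstream, the median log2 ratio in the Agilent parent was higher by 2.302 (95% interval 1.11 to 4.10, permutation p = 0.00214), and by 1.70 over the 8 not noticed first (exact p = 0.00469), which is what transcripts running into the next gene could give. Over all 56 strongly induced genes the difference set as the test beforehand was -0.0704 (-0.694 to 1.10), with 1.28 as the median of upstream and divergent neighbours, a rise on both sides, but its interval is wide, and 5 of the 12 followers have a higher ratio than the gene before them and were counted as induced genes in this test, which cannot decide. On the cDNA arrays the same test gave -0.322, and genes induced at 1 mM there 0.845 (-0.0870 to 2.36, permutation p = 0.0262), so that an artefact of one array type stays open by these tests, while the targets' followers gave 1.39 (0.364 to 2.92, permutation p = 0.0178) and an exact p of 0.0592 without those noticed first. Read-through may therefore bear on DCP1, which follows GRE2, but a regional effect stays open, as 8 followers and 18 upstream neighbours of genes that lost their induction in yap1Δ had median response differences of -1.47 and -1.73 there.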

How the results depend on the processing

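The tests of whether the balance of up and down genes turned were chosen only after the result was seen. The changes given here are those of the main counts and correlations, and the cause was not tested. For the other results, 3000 values of genes kept their direction and side of the threshold, 156 no longer passed, 112 passed only under the alternative and 120 values without a test moved, while 705 list medians and 1418 counts of list members stayed within their limits and 71 and 328 moved. The tests at 100 μM take their spread from the 2 culture pairs at 1 mM, and signal over background was not used here.

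Whether more genes were up or down turned in 42 of 313 recounts of up and down genes, among them 12 of 44 with Cy5 alone and 12 of 44 with median centring. Median centring evens out genes above and below 0 on each array, so its turns follow in part from the scaling. For limma's counts with Cy5 alone, 208 up and 121 down at 2 h became 325 and 421, 3 and 0 at 4 h became 39 and 102, and 145 and 72 in untreated yap1Δ became 946 and 1107. In the Agilent parent, 1940 up and 2393 down became 2166 and 2138 with median centring, near the even split that this scaling brings about. With the array number as a replicate block, 302 more and 412 less in yap1Δ than in the parent became 756 and 546, and 98 and 139 in cad1Δ became 191 and 171.

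With each array as a replicate, whose spread is technical, limma called 2979 genes at 1 mM, 65 at 30 min, 2349 at 2 h, 1238 at 4 h and 2782 in the combined response. The differences gave 1477 genes (2 h minus 30 min), 2069 (4 h minus 2 h), 1536 (1 mM minus 30 min at 100 μM) and 1520 (1 mM minus 2 h). Untreated strains gave 75 (yap1Δ), 74 (cad1Δ) and 841 (arr1Δ), and the responses minus parent 425 (yap1Δ) and 34 (cad1Δ).

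With the array number as a replicate block as well, the counts were 3316 at 1 mM, 124 at 30 min, 2759 at 2 h, 1696 at 4 h and 2862 combined, 1891, 2461, 1944 and 2005 for the same differences, 403 (yap1Δ), 245 (cad1Δ), 1937 (rpn4Δ) and 1987 (arr1Δ) in untreated strains, and 1302 (yap1Δ) and 362 (cad1Δ) minus parent.

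At an unadjusted p under 0.001 with a 2-fold change the cDNA counts were 354 at 1 mM, 10 at 30 min, 155 at 2 h, 33 at 4 h, 302 combined, and 26, 88, 33 and 23 for the differences. The responses on Agilent arrays gave 1419 (parent), 1413 (yap1Δ), 1517 (cad1Δ), 816 (rpn4Δ) and 655 (arr1Δ), untreated strains 25, 24, 250 and 165, and responses minus parent 209, 52, 534 and 1210, each in the order yap1Δ, cad1Δ, rpn4Δ and arr1Δ. Calling genes outside the 95% normal range of the array gave 158 at 1 mM, 30 at 30 min, 134 at 2 h, 75 at 4 h and 88 combined. Median centring gave 3 genes at 30 min and 92 for 4 h minus 2 h, and robust eBayes 354 in untreated yap1Δ.

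With only the arrays that carry the treated or deletion sample in Cy5, limma called 9 genes at 30 min, 746 at 2 h, 141 at 4 h, 436 combined, 2053 and 288 in untreated yap1Δ and cad1Δ, and 351 and 23 in their responses minus parent. Genes changed 2-fold numbered 298 at 30 min, 1527 at 2 h, 930 at 4 h, 1318 for 1 mM minus 2 h, and 300, 53 and 312 in untreated yap1Δ, cad1Δ and arr1Δ. With Cy3 alone limma called 0 genes at 4 h (732 at an unadjusted p under 0.05 with both dyes), 1462 combined, 331, 28, 716 and 648 in untreated yap1Δ, cad1Δ, rpn4Δ and arr1Δ, and 255, 7 and 1005 in the responses of yap1Δ, cad1Δ and rpn4Δ minus parent. Genes changed 2-fold were 100 at 30 min, 994 combined, 175, 58 and 267 in untreated yap1Δ, cad1Δ and arr1Δ, and 88 for cad1Δ minus parent.

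Correlations across genes moved with the dye as follows for Cy5 alone: 1 mM with 2 h 0.574, 1 mM with 4 h 0.200, 30 min with 2 h 0.403, 2 h with 4 h 0.284, 2 h with the Agilent parent 0.291 and 2 h with arr1Δ 0.510. For Cy3 alone, 1 mM with 30 min gave 0.483, with 4 h 0.270, 30 min with 2 h 0.422, 2 h with 4 h 0.186 and 2 h with arr1Δ 0.582. The median SD between arrays of a culture pair was, for Cy5 alone, 0.113 and 0.109 at 1 mM, 0.164 at 30 min, 0.155 at 2 h and 0.186 at 4 h, and for Cy3 alone 0.124 in pair 1 at 1 mM, 0.143 at 2 h and 0.251 at 4 h.

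Leaving out a culture pair gave 389 genes in the combined response without pair 1 at 1 mM, 457 without pair 2 and 930 without the pair at 2 h. The correlation of 1 mM with 2 h ranged from 0.566 to 0.663, and that of 1 mM with the Agilent parent from 0.491 without pair 1 to 0.642 without pair 2. Genes changed 2-fold in cad1Δ minus parent were 33 without parent replicate 1 and 107 without parent replicate 2. With the parent arrays split between strains in the 2 ways, the response differences correlated at 0.220 and 0.0804 for yap1Δ with cad1Δ, 0.173 and 0.179 for yap1Δ with rpn4Δ, -0.0140 and 0.0107 for yap1Δ with arr1Δ, -0.0368 and 0.0620 for cad1Δ with rpn4Δ, -0.208 and -0.149 for cad1Δ with arr1Δ, and 0.642 and 0.676 for rpn4Δ with arr1Δ. Of the 293 calls for gene lists, 0 held with an estimated correlation, which leaves too few degrees of freedom to decide.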

Differences from the paper's values

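The tests in this part were all set beforehand. For genes differentially expressed, the study called genes outside a confidence interval on at least 3 of 4 cDNA arrays, while the counts here use limma's adjusted p under 0.05, so the thresholds differ. A count is taken as not differing where the larger is at most 1.5 times the smaller, so that 879 and 618, for example, count as not differing.

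For MET14, fold change, Table 2, the paper's value at 100 μM and 2 h is 2 and the value here is 4.69. All alternatives set before the data were examined still differ, from 3.82 with Cy3 alone to 5.75 with Cy5 alone. For the same gene and condition the paper gives about 4 in Figure 4, read by eye, from which the value here does not differ.

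For genes differentially expressed in the combined 1 mM and 2 h experiments, the paper's count is 271 and the count here is 776. Of the alternatives set before the data were examined, an unadjusted p under 0.001 with a 2-fold change (302) and leaving out pair 1 at 1 mM (389) no longer differ. Those that still differ are leaving out pair 2 at 1 mM (457) or the pair at 2 h (930), median centring (782), each array as a replicate (2782), the replicate block (2862), Cy5 alone (436), Cy3 alone (1462), robust eBayes (737), the rule on missing values and medians of probes (776 each) and calling outside the 95% normal range of arrays (88).

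Among counts of genes differentially expressed, Additional data file 2, the paper's at 1 mM are 498 for replicate A and 618 for replicate B, and the count here is 930, over both culture pairs, a wider group than the paper's single replicates. Of the alternatives set before the data were examined, 354 genes at an unadjusted p under 0.001 with a 2-fold change no longer differs from the paper's 498, and Cy5 alone (754) and robust eBayes (879) no longer differ from the paper's 618. The others still differ, among them median centring (1053), Cy3 alone (1027), each array as a replicate (2979), the replicate block (3316) and calling outside the 95% normal range of arrays (158).

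In the same table of genes differentially expressed, Additional data file 2, the paper's count for 30 min at 100 μM is 112 and limma's count here is 0 (146 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the replicate block (124) no longer differs, while median centring (3), each array as a replicate (65), Cy5 alone (9), an unadjusted p under 0.001 with a 2-fold change (10), calling outside the 95% normal range of arrays (30) and the others (0) do. For 4 h the paper's count is 265 and the count here is 3. All alternatives set before the data were examined differ: 1238 with each array as a replicate, 1696 with the replicate block, 141 with Cy5 alone, 0 with Cy3 alone, 33 at an unadjusted p under 0.001 with a 2-fold change, 75 outside the 95% normal range of arrays, and 3 with the others.

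The paper lists MET1 and CBF1 as not changed. MET1 was at 3.18-fold at 2 h (adjusted p = 0.0411, 4 of 4 arrays) and 2.82-fold at 1 mM (adjusted p = 0.0122, 8 of 8 arrays), and CBF1 at 0.552-fold at 1 mM (adjusted p = 0.0448, 8 of 8 arrays). Both conditions of MET1 no longer passed when genes were called outside the 95% normal range of arrays, nor did CBF1. The paper counts ATR1 and GSH1 among the induced Yap1 targets. ATR1 did not pass on the cDNA arrays (adjusted p = 0.142 at 2 h and 0.0653 at 1 mM), though it passed with each array as a replicate, with the replicate block, at 1 mM with Cy5 alone and in the combined response (adjusted p = 0.0396), and it rose on the Agilent arrays of the parent (log2 ratio 1.46). GSH1 rose on the cDNA arrays and did not rise on the Agilent arrays of the parent (log2 ratio -0.17, adjusted p = 0.185). The paper's lower bound on the induction of YAP1 lies above the values here on the cDNA arrays, 3.12-fold at 1 mM and, by little, 3.91-fold at 2 h, and below the 4.64-fold of the Agilent parent. The paper states that AsIII lowers expression of ribosomal protein genes, of which 32 of 133 fell and 0 rose at 2 h on the cDNA arrays, while on the Agilent arrays of the parent 108 of 135 rose and 5 fell.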

Other observations

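The tests of the arr1Δ pattern, and those of the time course by corrected correlations and by sign, were chosen only after the result was seen.

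Lists that belong at no claim gave these results. Of 26 Aft1 iron genes, 6 rose and 0 fell at 2 h on the cDNA arrays (15 up and 1 down adjusted over the list alone), and 20 responded more and 3 less in arr1Δ than in the parent on the Agilent arrays. In the Agilent parent 19 of 23 ergosterol synthesis genes fell and 1 rose, with ERG3 at a log2 ratio of -2.69 (SE 0.12, 4 of 4 arrays), and 21 of 27 general stress genes of Msn2 and Msn4 fell and 4 rose. Of 18 phosphate genes 8 rose and 7 fell, of 20 genes of folding in the endoplasmic reticulum 7 rose and 10 fell, and of 74 ribosome biogenesis genes 41 rose and 15 fell. Of 22 DNA damage genes 17 rose and 1 fell. The 5 genes of Figure 2c, chosen by the study on these samples and not independent evidence, all rose in the parent and all responded less in rpn4Δ.

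Across 5513 genes on both platforms, which are not independent replicates, the cDNA profile at 2 h correlated with the Agilent parent at r = 0.382, with rpn4Δ at 0.501 and with arr1Δ at 0.654. Of 329 genes called at 2 h, 245 (74.5%) had the same sign in the parent and 309 (93.9%) in arr1Δ. By direction these were 189 of 208 up and 56 of 121 down in the parent, and 199 and 110 in arr1Δ. Over all genes the sign was the same for 60.0% in the parent. Of 930 genes called at 1 mM, 819 (88.1%) had the same sign in the parent. The medians of chromosomes lay between -0.182 and 0.112.

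Ribosomal protein genes had opposite medians on the cDNA and Agilent arrays of the same strain at 100 μM and 2 h, -1.76 and 0.49. Agilent cultures at the 4 h point of one time course are argued against, since without these genes the Agilent profile correlated at 0.254 with 4 h and 0.430 with 2 h. Corrected for the lower correlation of the 4 h arrays with each other (0.390 against 0.603), these were 0.303 and 0.469. Going the other way, the ribosomal protein genes were at 0.96 at 4 h. Genes changed 2-fold kept the Agilent sign more often at 4 h (74.6%) than at 2 h (69.0%), but without ribosomal protein genes less often (71.5% against 77.0%). A point between 2 h and 4 h, or before 2 h, stays open, as the median of 0.49 lies between those at 2 h and 4 h. Without these genes the Agilent profile also correlated at 0.641 with 1 mM for 30 min. A scaling of abundant transcripts is argued against by 25 other abundant genes, which differed by -0.646 (95% interval -0.772 to -0.255), the other way. A dye effect is argued against, since every dye orientation kept the sign of its set (-1.53 and -1.99 on cDNA, 0.553 and 0.475 on Agilent arrays). A difference between the cultures or in RNA preparation, poly(A) RNA on one set and total RNA on the other, may remain and was not tested.

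The response of arr1Δ minus that of the parent had a slope of -0.846 across genes (95% interval -0.904 to -0.785) on its untreated difference from the parent, with r = -0.419. The untreated cells enter both values with opposite signs, so a negative slope decides nothing by itself, and cad1Δ had -0.721 with r = -0.524, rpn4Δ -0.363 and yap1Δ -0.192. Ribosomal protein genes were higher by a median of 1.11 in untreated arr1Δ, responded less by 1.16, and ended at a difference of -0.02. A weaker hybridisation with one factor for all ratios is argued against, since ribosomal protein genes had a median of -0.597 in arr1Δ and 0.49 in the parent, while among 644 genes induced 2-fold in the parent 489 had ratios lower by more than 0.5 and 21 higher, which such a factor would give too. An untreated arr1Δ culture in another state than the untreated parent cannot be told apart from an effect of the deletion, as each strain has 1 pair of arrays.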
